# Gelsolin Induces Colorectal Tumor Cell Invasion via Modulation of the Urokinase-Type Plasminogen Activator Cascade

**DOI:** 10.1371/journal.pone.0043594

**Published:** 2012-08-21

**Authors:** Jingli Zhuo, Ee Hong Tan, Benedict Yan, Lalchhandami Tochhawng, Manikandan Jayapal, Shiuan Koh, Hwee Kee Tay, Sutherland K. Maciver, Shing Chuan Hooi, Manuel Salto-Tellez, Alan Prem Kumar, Yaw Chong Goh, Yaw Chyn Lim, Celestial T. Yap

## Abstract

Gelsolin is a cytoskeletal protein which participates in actin filament dynamics and promotes cell motility and plasticity. Although initially regarded as a tumor suppressor, gelsolin expression in certain tumors correlates with poor prognosis and therapy-resistance. *In vitro*, gelsolin has anti-apoptotic and pro-migratory functions and is critical for invasion of some types of tumor cells. We found that gelsolin was highly expressed at tumor borders infiltrating into adjacent liver tissues, as examined by immunohistochemistry. Although gelsolin contributes to lamellipodia formation in migrating cells, the mechanisms by which it induces tumor invasion are unclear. Gelsolin’s influence on the invasive activity of colorectal cancer cells was investigated using overexpression and small interfering RNA knockdown. We show that gelsolin is required for invasion of colorectal cancer cells through matrigel. Microarray analysis and quantitative PCR indicate that gelsolin overexpression induces the upregulation of invasion-promoting genes in colorectal cancer cells, including the matrix-degrading urokinase-type plasminogen activator (uPA). Conversely, gelsolin knockdown reduces uPA levels, as well as uPA secretion. The enhanced invasiveness of gelsolin-overexpressing cells was attenuated by treatment with function-blocking antibodies to either uPA or its receptor uPAR, indicating that uPA/uPAR activity is crucial for gelsolin-dependent invasion. In summary, our data reveals novel functions of gelsolin in colorectal tumor cell invasion through its modulation of the uPA/uPAR cascade, with potentially important roles in colorectal tumor dissemination to metastatic sites.

## Introduction

Colorectal cancer (CRC) accounts for one of the highest mortality rates from cancer worldwide. The survival rate is highest at about 90% when diagnosed at early stages where tumor growth is localized to primary sites and about 35%–70% in invasive but regional disease. However the occurrence of distant metastasis to the liver or lungs in CRC is a major contributing factor to death, with five-year survival rate at less than 15% [1]. The pathogenesis of CRC from normal colonic epithelium to adenoma is fairly well-characterized and often involves a number of genetic alterations, including mutational activation of oncogenes such as K-ras as well as mutational inactivation of tumor suppressors such as p53 [2] and adenomatous polyposis coli (APC) gene [3]. In contrast, less is known about the molecular mechanisms which convert a non-invasive colorectal neoplasm to one with an invasive phenotype. In most solid tumors, the spread of tumor cells is facilitated by events which result in the detachment of malignant cells from the primary site and subsequent dissemination through tissues and vasculature [4]. This metastatic cascade is critically dependent on the integration of migratory and invasive signals involving cytoskeleton and extracellular matrix (ECM) remodeling [5].

Gelsolin is an actin-binding protein which severs and caps actin filaments [6], and regulates cytoskeletal turnover. Gelsolin appears to have complex roles in tumor biology, with evidence supporting its contradictory involvement in both tumor suppression as well as malignant progression. Gelsolin is reported to be down-regulated in tumors including breast [7] and lung [8] carcinomas, suggesting that loss of gelsolin promotes oncogenesis. Consistent with this, knockdown of gelsolin by small-interfering RNA (siRNA) in the immortalized human breast epithelial MCF10A cell line induced changes suggestive of epithelial-mesenchymal transformation [9]. However, there is also evidence that the re-emergence of gelsolin in tumors may promote aggressive behavior, as progressively malignant stages in cancer are associated with high gelsolin expression. Increased gelsolin expression was found to correlate with lymphatic invasion in small cell lung cancer [10] and higher tumor grade in renal cell carcinoma [11]. Intriguingly, in urothelial and oral carcinomas, gelsolin exhibited a biphasic expression profile, being down-regulated in premalignant lesions but increased in higher grade lesions [12], [13]. Furthermore, the co-expression of gelsolin with erb-B2 and epidermal growth factor receptor (EGFR) is a predictor of poor prognosis in breast cancer [14]. It is likely that the role of gelsolin differs during the course of tumor progression, and in more advanced disease gelsolin may cooperate with other oncogenic factors to accelerate progression.

Several *in vivo* and *in vitro* studies clearly indicate that gelsolin is crucial for migration and invasion in several cell types, including migration of untransformed cells such as fibroblasts and neutrophils [15], [16], as well as invasion of transformed immortalized human and canine kidney cells [17] and tumor cells including breast and prostate cancer cells across collagen and matrigel matrices [18], [19]. Gelsolin’s pro-migratory effects have been attributed to its actin-severing actions [16], [20]. However, its pro-invasive activities in epithelial cancers are unclear, and may involve a combination of mechanisms including migration and interactions with signaling proteins. Gelsolin has been shown to be a downstream effector of signaling pathways mediating invasion, including Ras and Rac GTPases, as well as phosphotidylinositol 3-kinase (PI3K) [17], [20]. Gelsolin also facilitates osteoclast podosome formation [21], and associates with the oncogenic tyrosine kinase Src in these structures [22]. Podosomes are rich in actin and mediate dynamic cell-matrix adhesion and ECM remodeling [23], [24]. Although there is now a pool of convincing evidence linking gelsolin to invasion [17], [18], [19], there is little insight (beyond gelsolin’s role in actin dynamics) on the mechanisms downstream of gelsolin leading to invasion. Previous studies have correlated the expression of actin-associated proteins such as cortactin and Lim Kinase-1 (LIMK1) with protease secretion [25], [26], and it is unknown whether gelsolin also modulates the proteolytic machinery to induce invasion. This study aims to address the gap in knowledge between gelsolin and the matrix degradation process during cancer cell invasion.

We investigated the influence of gelsolin on colorectal tumor cell dissemination and the mechanisms underlying its pro-invasive activity. Immunohistochemical (IHC) analysis showed prominent gelsolin expression along the tumor borders of both primary human colon tumors and liver metastases. The effects of gelsolin in human colorectal tumor cells were examined by inducing gelsolin overexpression as well as silencing with siRNA. Microarray analysis and quantitative PCR in these models indicated that gelsolin modulates the expression of several invasion-related genes in the urokinase-type plasminogen activator (uPA) cascade, resulting in activation of plasmin, a potent matrix degradation protease [27]. uPA and its receptor uPAR were further determined to be crucial for gelsolin-dependent invasion in colorectal tumor cells. Our work thus elucidates a novel role for gelsolin in colorectal tumor dissemination, by modulation of the uPA cascade which is crucial for invasion.

## Results

### Gelsolin Expression is Prominent at the Invasive Front of Colorectal Tumors

We analyzed the expression of gelsolin by IHC in 24 primary colorectal tumors and 26 colorectal liver metastases as well as 15 normal tissues from the surgical margins of clearance. Gelsolin expression in tumor tissues as well as the adjacent normal tissues was scored for intensity of staining (scale 0–3) and proportion of tumor positivity (scale 0–3). Primary antibody exclusion as well as mouse IgG were included as negative controls (Figure S1). In the adjacent normal colonic mucosa, the expression was prominent at the surface epithelium which comprises absorptive cells but weakly expressed in goblet cells (Figure S2). In positively-stained mucosal cells, gelsolin was present in the cytoplasm and nuclear staining was generally observed in a small proportion of cells. Gelsolin was highly expressed in myocytes of the muscularis propria and in vessel walls, consistent with previous findings [28], [29], as well as lymphoid cells.

We found gelsolin expression to be heterogeneously expressed in the matched primary tumors and liver metastases, with regions of low and high expression seen within a tumor. Gelsolin was detectable in the cytoplasm as well as the nuclei of tumor cells (Figure 1). Emerging evidence supports the importance of identifying changes within specific tumor populations, such as those at the infiltrating borders which are involved in tumor invasion and metastasis [30]. We therefore analyzed the pattern of gelsolin expression at the tumor borders compared to the tumor bulk, as these populations are potentially disseminative. In order to define the infiltrative tumor borders, adjacent sections of liver metastases were also stained with the pan-cytokeratin stain, AE1/3, which identifies tumor cells of epithelial origins. Gelsolin expression was pronounced along the tumor borders compared to tumor bulk in both primary tumors and liver metastases (Figure 2). In liver metastases, gelsolin expression was significantly higher in the tumor borders compared to the main tumor bulk (p = 0.0075, Mann-Whitney test). Interestingly we also observed high gelsolin expression in infiltrating clusters of less-differentiated cells, some of which appeared to be breaking away from well-formed glandular structures, supporting the hypothesis that gelsolin is involved in colorectal tumor cell invasion and dissemination. Our data suggests that gelsolin is further upregulated along the metastatic tumor borders and may promote secondary spread of colorectal cancer cells within the primary and secondary host tissues. Gelsolin expression was also determined in a panel of commercially-available colorectal tumor cell lines derived from primary tumors (HCT116, HT29, WiDr, RCM-1, RKO, Caco-2, SW837, SW480, SW403, DLD-1, LS513) as well as those obtained from metastatic lymph node (SW620) and ascites (COLO201 and COLO205). Among the commercially-available cell lines, the ascites-derived COLO201 and COLO205 and the primary tumor cell lines DLD-1 and LS513 expressed the highest levels of gelsolin (Figure S3).

**Figure 1:**
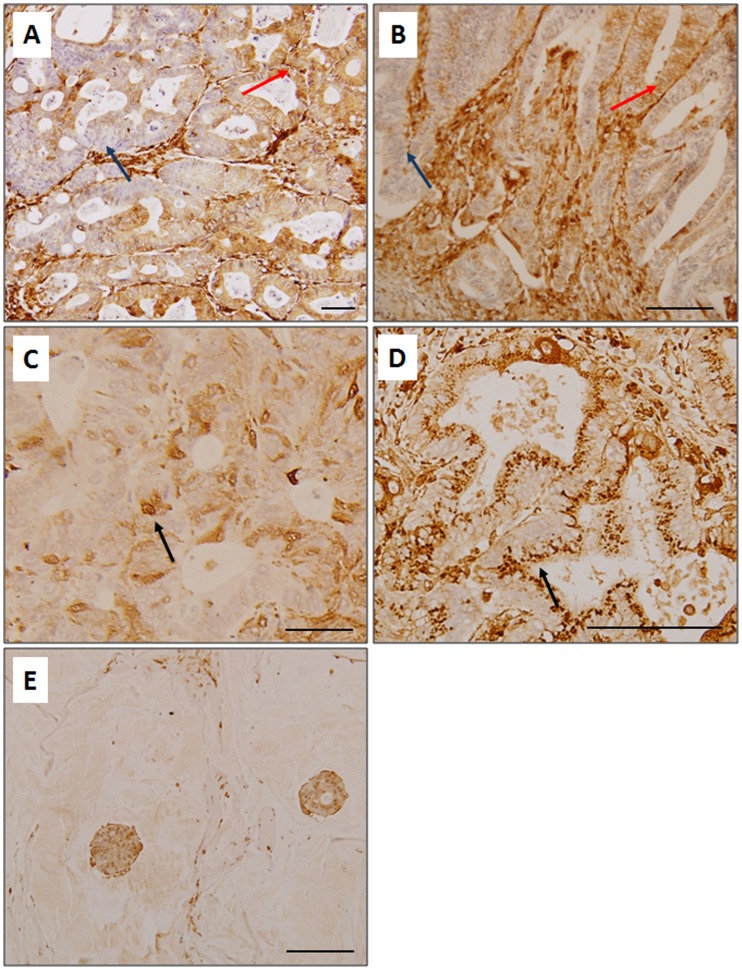
Gelsolin immunohistochemistry in human colorectal carcinoma tissues. Gelsolin is heterogeneously expressed in a number of primary tumors (A) and liver metastases (B), with islands of low (*arrowed in blue*) and high (*arrowed in red*) expression observed within a tumor. Gelsolin expression is mainly cytoplasmic but occasionally, nuclear (C) and perinuclear (D) staining are detected (*arrowed*). Gelsolin is strongly expressed in a mucinous adenocarcinoma (E) and in stroma (A, B).

**Figure 2:**
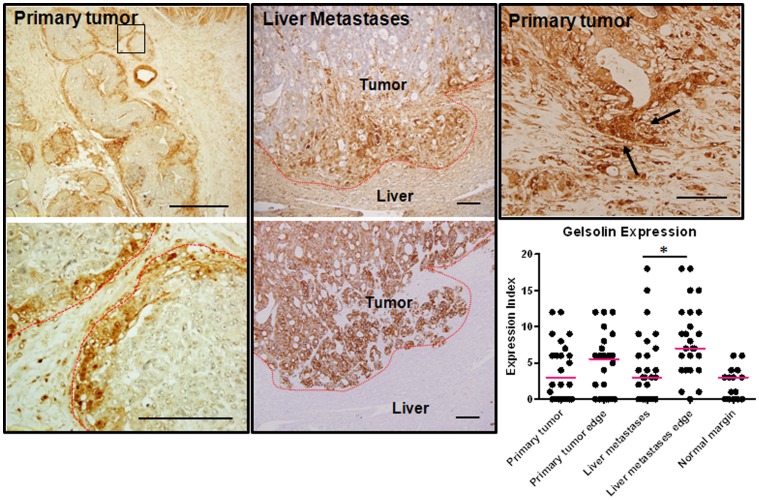
Gelsolin expression is prominent at the invasive front of human colorectal cancer tumors. Gelsolin expression is high along the tumor periphery in primary tumors and liver metastases. The tumor periphery is outlined as red dotted line. A magnified view of a region of primary tumor edge (boxed) is shown on the bottom panel. The invading liver metastases shown are confirmed by cytokeratin stain, AE1/3, on an adjacent slide (bottom middle panel). Increased gelsolin expression was also detected in less-differentiated tumor cells which appeared to be breaking away from well-formed glandular structures (arrowed, top right panel). Gelsolin expression were scored and represented in the scatter dot plot (bottom). The median scores are represented by the red horizontal bars. Mann-whitney test was to compare the gelsolin expression score between the main tumor bulk and their periphery. Bar: 50 µm.

### Gelsolin Promotes Migration and Invasion of Colorectal Tumor Cells

The oncogenic potential of gelsolin in colorectal tumor cells was investigated by modulating gelsolin levels using gelsolin overexpression and siRNA knockdown. Using the technique of in-vivo passaging through athymic nude mice, we had previously established the highly metastatic colon carcinoma E1 cell line from the poorly-metastatic HCT116 cell line [31]. HCT116 was observed to express intermediate levels of gelsolin in a panel of colorectal carcinoma cell lines investigated (Figure S3). Consistent with our hypothesis that there exists a correlation between metastatic potential and gelsolin levels, E1, the metastatic variant, expressed increased gelsolin levels compared to HCT116 (Figure 3A). To further investigate this, we overexpressed gelsolin in HCT116 cells and performed functional assays. Overexpression of gelsolin in the HCT116 was induced by stable transfection with the pIRES2-EGFP plasmid encoding human cytoplasmic gelsolin cDNA (Figure 3B; refer to Figure S4 for the cloned sequence of gelsolin cDNA). Control HCT116 cells were generated by transfection with the empty pIRES2-EGFP plasmid. In addition gelsolin expression was reduced using siRNA knockdown in several colorectal tumor cell lines (HCT116 and its metastatic variant E1, gelsolin-overexpressing HCT116, DLD-1 and Caco-2), and compared to cells transfected with control siRNA. As shown in Figure 3C, gelsolin was greatly reduced after gelsolin siRNA treatment in these cell lines. The effects of gelsolin overexpression and knockdown in colorectal tumor cells were determined as described in the sections below.

**Figure 3:**
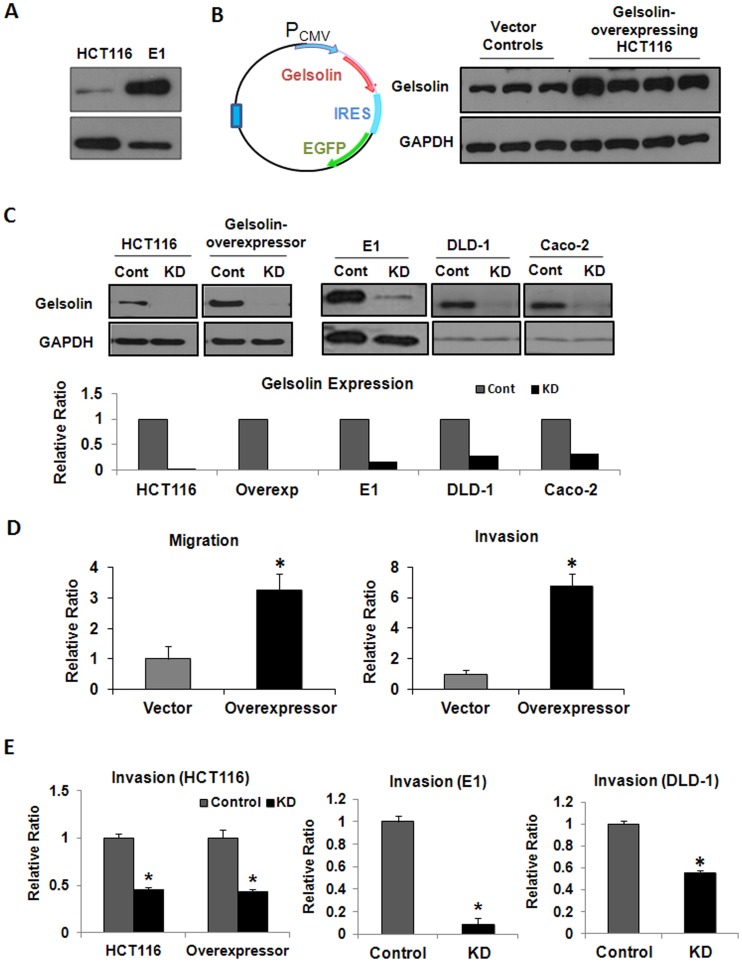
Gelsolin promotes migration and invasion of colorectal cancer cells. (**A**) Endogenous gelsolin level was increased in an *in vivo*-derived metastatic variant of HCT116, E1, which was described in [31]. (**B**) Gelsolin overexpression plasmid was constructed by cloning human cytoplasmic gelsolin cDNA into pIRES2-EGFP vector (*left*). HCT116 cells were either transfected with gelsolin-pIRES2-EGFP plasmid or empty pIRES2-EGFP plasmid to establish stable gelsolin-overexpressing cell lines and vector control cell lines respectively. Western blot analysis confirmed increased gelsolin expression in HCT116 cell lines stably-transfected with the gelsolin-overexpression plasmid compared to those transfected with control plasmid. (**C**) Western blot showing transient gelsolin siRNA knockdown (KD) at 3 days in wild-type HCT116 and gelsolin-overexpressing HCT116 cells, E1, as well as other colorectal cancer cell lines DLD-1 and Caco-2 cells. Control cells (Cont) were treated with control siRNA. (**D**) Increased gelsolin in HCT116 enhanced tumor cell migration and invasion. The migration of gelsolin-overexpressing HCT116 cells through uncoated transwells and invasion through matrigel-coated transwells were ascertained over 48 hours, and was observed to be increased compared to vector control cells. (**E**) siRNA downregulation of gelsolin abrogates invasion. Gelsolin knockdown significantly reduced invasion of HCT116 and gelsolin-overexpressing HCT116 through matrigel. A requirement for gelsolin in invasion was also observed in E1 and DLD-1 cells. All data shown are the mean ± standard error of duplicate measurements and are representative of at least three independent experiments. *P<0.05.

Gelsolin overexpression in HCT116 augmented migration through uncoated transwells and invasion through matrigel-coated transwells (Figure 3D). The invasiveness of the stably-transfected gelsolin-overexpressing HCT116 cells as well as wild-type HCT116 cells was significantly decreased by siRNA knockdown of gelsolin expression, indicating a reliance on gelsolin for invasion (Figure 3E). The pro-invasive role of gelsolin was consistently demonstrated in E1 and DLD-1 cells, where reduction of gelsolin by siRNA significantly attenuated invasion. Our observations indicate that gelsolin confers invasive capacity in colorectal cancer cells, which are consistent with the reported effects of gelsolin in other types of cells [17], [32].

### Gelsolin Modulates the Expression of Genes Important for Tumor Dissemination

Although gelsolin appears to be necessary for invasive behavior, little is known about the mechanisms by which it enhances invasion. This may partly be attributable to its ability to enhance cellular motility through its influence on cytoskeletal dynamics such as when lamellipodia are formed [33]. However, invasion is a complex process dependent on multiple contributory factors besides motility [5]. To further elucidate the downstream mechanisms by which gelsolin induces invasion in colorectal tumor cells, microarray analysis was performed to screen for potential genes that are differentially expressed when gelsolin levels are increased. The gene expression profiles of four stable gelsolin-overexpressing HCT116 clones were compared with two vector control HCT116 clones. 

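GSN, the gene of gelsolin, was higher in each of the 8 arrays of gelsolin-overexpressing lines than in each of the 3 arrays of vector lines. Its normalized signal was 225 ± 29.7 (SD, n = 4 lines) in the gelsolin-overexpressing lines and 141 ± 0.501 (SD, n = 2 lines) in the vector lines, a log2 fold change of 0.67 (standard error 0.13, adjusted p = 0.00366 from limma). The 2 harvests of each line gave 217 and 235 in C1, 187 and 208 in C2, 205 and 215 in C3, and 259.8 and 271 in C8. The vector line V4 gave 141 and 141, and the single array of the vector line V5 gave 140.2. Its log2 fold change was 0.69 with the beadchip as a block, 0.61 within beadchip 1 and 0.72 within beadchip 2. Without V5 the adjusted p of GSN from limma was 0.0563. Within beadchip 1, where V4 is the only vector line, it was 0.191. A dimmer GSN probe gave 78.6 ± 5.50 (SD, n = 4 lines) and 78.4 ± 3.29 (SD, n = 2 lines) and was not tested. The plasmid carries gelsolin coding sequence, and where the probes lie relative to that insert is not given in the sources used here, so a probe outside it would not report the transgene.

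HCT116 is a human colorectal carcinoma line. Cells that had stably taken up the gelsolin plasmid or the empty plasmid were grown as separate lines, and RNA from 2 harvests of each line was hybridised to Illumina HumanRef-8 beadchips, on which beads carry a short oligonucleotide probe per transcript. The arrays analysed here are 2 harvests each of the gelsolin-overexpressing lines C1, C2, C3 and C8, 2 harvests of V4 and 1 array of V5. Wild-type HCT116 cells and another array of V5 are not analysed here. Beadchip 1 held 4 gelsolin arrays and 1 vector array, and beadchip 2 held 4 gelsolin arrays and 2 vector arrays. The first harvests lie on beadchip 1 and the second on beadchip 2, except for V5. Harvest and beadchip can therefore not be told apart. The authors read the arrays with BeadStudio, and the deposited signals are linear intensities of 20596 probes that are not normalized between arrays. The median signal of an array ranged from 80.1 to 105 over the gelsolin arrays (median 89.6) and from 75.7 to 88.7 over the vector arrays (median 80.3). The lowest signal of an array lay between 34.2 and 41.9, so background is still in the values and the fold change of a dim probe is understated.

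Following the methods, each array was divided by its 50th percentile. The values were then brought to a common median of 88.3, put on the log2 scale and averaged over the harvests of a line, because harvests repeat a line. Of the probes, 10733 had a line mean above the common median in at least 2 of the 6 lines. They stand for 10267 genes, each represented by its brightest probe, and 879 of these have no gene symbol and keep their probe number. The 4 gelsolin-overexpressing lines were compared with the 2 vector lines by limma, 2-sided, with Benjamini-Hochberg adjustment over all genes tested. In simulated data of this design, limma recovered 65 of 66 genes changed by a log2 fold of 2, 54 of 67 changed by 1 and 22 of 67 changed by 0.5. Far fewer genes were changed there than pass the threshold in the real data, which makes the adjustment stricter. These shares are therefore not the power of the real comparison. The number of vector lines limits the precision, and changes of 2-fold or less can be missed.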

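Among the genes for which every gelsolin-overexpressing array lay beyond every vector array, ENKD1 had the largest rise. Its normalized signal was 1129 ± 84.1 (SD, n = 4 lines) against 163 ± 9.08 (SD, n = 2 lines), a log2 fold change of 2.79 (standard error 0.12, adjusted p = 1.03e-07 from limma). ARHGDIB had 524 ± 80.9 (SD, n = 4 lines) against 89.0 ± 11.3 (SD, n = 2 lines), a log2 fold change of 2.55 (standard error 0.15, adjusted p = 9.80e-07 from limma). The log2 fold changes of FSTL5 (2.36, adjusted p = 8.00e-07), the keratin KRT23 (2.11, adjusted p = 0.00025) and the nucleotide synthesis enzyme PRPS1 (2.08, adjusted p = 2.38e-05) were also more than 4-fold on a linear scale. PROM2 (2.33, adjusted p = 0.0315), the thymosin TMSB15A (2.25, adjusted p = 0.0387) and the transglutaminase TGM2 (2.23, adjusted p = 0.0234) rose as well, with a wider spread between lines. The 12 largest rises are completed by BDNF, SERPINA5, FABP6 and S100A4.

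Among the 12 largest falls, SIPA1L2, which encodes an activator of Rap GTPase hydrolysis, had 217 ± 35.7 (SD, n = 4 lines) against 1171 ± 33.3 (SD, n = 2 lines), a log2 fold change of -2.44 (standard error 0.15, adjusted p = 1.10e-06 from limma). WARS1, the tryptophanyl-tRNA synthetase, had a log2 fold change of -2.15 (adjusted p = 2.04e-06), the cytokine receptor subunit IL20RB -2.08 (adjusted p = 5.54e-05) and NIBAN1 -2.02 (adjusted p = 0.000108). The calcium-binding protein gene S100P fell by 2.02 (adjusted p = 0.00473) and SAMD5 by 2.16 (adjusted p = 0.0219), both on the log2 scale. Probes ILMN_1678629 (-2.36) and ILMN_1798256 (-2.22), which have no gene symbol, fell too, and SEMA3A, ANGPT2, SLC2A1 and NRP1 complete the list. All these p-values are from limma. The call of PROM2 was lost without C1, C3 or V5, that of TMSB15A without C2, C8, V4 or V5, that of TGM2 without C1, C3, V4 or V5, that of SAMD5 without C1, C2 or V5 and that of S100P without V4 (adjusted p from 0.0522 to 0.195 in these refits). For ENKD1 the log2 fold change was 2.81 with the beadchip as a block, 3.04 within beadchip 1 and 2.69 within beadchip 2, and for SIPA1L2 it was -2.47, -2.46 and -2.48.

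The fold changes of the 4 lines ran closely together. Across the genes tested, which are not independent replicates, the fold changes of 2 gelsolin-overexpressing lines against the mean of both vector lines had a Pearson r between 0.783 (C2 with C8) and 0.849 (C2 with C3) over the 6 pairs, with a mean of 0.822. The vector lines are shared by all these comparisons, and simulated lines without any effect gave a mean r of 0.321. In the simulations here the genes are independent, with 1 spread per gene for both groups. Neither a wider spread of the vector lines, which would raise this r, nor differences shared by many genes are part of them. The covariance was 0.143 and that of the simulated lines 0.0145. With 1 line of each pair set against V4 and the other against V5, the mean r was 0.738. With the beadchip as a block it was 0.820, where simulated lines gave 0.324. Within beadchip 1, with 1 shared vector array, it was 0.768 beside a simulated 0.493 (covariance 0.146 beside 0.0473), and within beadchip 2 it was 0.748 beside 0.325 (0.161 beside 0.0228). In 6141 genes (59.8%) all 4 lines lay on the same side of the vector mean, against 29.6% in the simulation, and in 109 of the genes past the threshold all 4 lines differed from it by at least 2-fold.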

The gelsolin-overexpressing clones expressed a consistent pattern of differential gene expression, suggesting that gelsolin induced specific changes in gene expression of HCT116 cells (Figure S5A). In total, we identified 469 genes with an average alteration in expression level of at least two-fold. 

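Of 10267 genes tested, 1314 were higher and 965 lower in the gelsolin-overexpressing lines at an adjusted p under 0.05 from limma, together 2279 genes. All of these lay on the same side of the vector mean in all 4 lines, which selection by this test makes likely. It is no separate evidence of a shared pattern. Of them 229 changed at least 2-fold on average, 111 up and 118 down. By fold alone, 265 probes changed at least 2-fold, 133 up and 132 down. From the pattern shared by the clones, the paper proposes that gelsolin induced specific changes in the gene expression of HCT116 cells.

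The gene lists were written before the deposited signals were examined, with the values of Table S1 already seen. Counts of measured members cover only the genes tested. Members without a probe, or too dim for the filter, are left out. Genes of cholesterol synthesis and uptake rose as a group. Of 19 measured members, 2 of which the paper lists in Table S1, 12 rose, 1 fell and 6 did not pass the test (13 and 1 when adjusted over the list alone), and the list as a whole was higher by camera (adjusted p = 0.000477), a call lost with an estimated correlation (adjusted p = 0.552). INSIG1, a feedback regulator of sterol synthesis, had a normalized signal of 939.6 ± 156 (SD, n = 4 lines) against 252 ± 8.38 (SD, n = 2 lines), a log2 fold change of 1.88 (standard error 0.15, adjusted p = 1.68e-05 from limma). The sterol enzymes LSS (1.07, adjusted p = 0.000118) and SQLE (0.65, adjusted p = 0.00280) and the acetyl-CoA acetyltransferase ACAT2 (1.11, adjusted p = 0.000308) rose by these log2 fold changes, and SC5D, the next-to-last enzyme of the pathway, fell by 0.36. The list median was 0.52, and 0.52 with the beadchip as a block, 0.47 within beadchip 1 and 0.59 within beadchip 2. In this list the numbers higher and lower were 12 and 0 without C2, 5 and 0 without V4, 4 and 0 without V5 and 12 and 0 with the beadchip as a block. SQLE did not pass without V4 (adjusted p = 0.0535).

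Interferon-stimulated genes were higher, unevenly between arrays. Of 31 measured members the paper lists 4 in Table S1. Over the list 13 rose, 1 fell and 17 did not pass the test (20 and 1 when adjusted over the list alone). Camera called the list higher (adjusted p = 3.70e-07), a call lost with an estimated correlation (adjusted p = 0.730). IFITM2 and IFITM3, which encode membrane proteins that restrict virus entry, had log2 fold changes of 1.02 (standard error 0.16, adjusted p = 0.00137 from limma) and 1.14 (standard error 0.21, adjusted p = 0.00629 from limma). HERC5, a ligase of the ubiquitin-like protein ISG15, had 0.77 and OAS3, which makes oligoadenylates on viral RNA, 0.98 (adjusted p = 0.00178 and 0.00437). ISG20, an exonuclease, fell by 0.66. The list median relative to the vector mean was 1.86 in the second harvest of C1 and between 0.20 and 1.08 in the other 7 gelsolin arrays, against -0.029 to 0.076 in the 3 vector arrays. Over all lines it was 0.76, with 0.88 with the beadchip as a block, 0.47 within beadchip 1 and 1.10 within beadchip 2. For these genes the numbers higher and lower were 9 and 2 without C1, 23 and 1 without C3, 3 and 1 without V4 and 3 and 0 without V5. Within beadchip 2, 4 rose. OAS3 did not pass without V4 (adjusted p = 0.0570), nor IFITM3 without V5 (0.0769). Without the second harvest of C1, an alternative added after its values were seen, 11 rose.

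Targets of p53 were lower. Of 18 measured members the paper lists 1 in Table S1. Over the list none rose, 4 fell and 14 did not pass the test (4 lower when adjusted over the list alone). Camera called the list lower (adjusted p = 0.0136), a call lost with an estimated correlation (adjusted p = 0.597). The members that fell were GDF15, a secreted stress factor (-1.42), SESN2 (-1.31), the death receptor TNFRSF10B (-1.11) and CDKN1A, the cell cycle inhibitor p21 (-0.78). CDKN1A passed neither without V4 nor without V5 (adjusted p from 0.0526 to 0.0608), and the list was not past the threshold within beadchip 2 (camera adjusted p = 0.0811). Of p53 targets the numbers higher and lower were 1 and 4 without C2. The list median was -0.22, with -0.24 with the beadchip as a block, -0.25 within beadchip 1 and -0.16 within beadchip 2.

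Of 30 genes of G2 and mitosis 6 rose and none fell (5 when adjusted over the list alone), among them KIF20A (0.84), TTK (0.70), TOP2A (0.53) and CDC25C (0.49). Camera called this list higher (adjusted p = 0.0198), a call lost with an estimated correlation (adjusted p = 0.863), without C2 (0.0503), C3 (0.0689) or V4 (0.181), with the beadchip as a block (0.0501) and within beadchip 1 (0.660). The list median was 0.27, with 0.27 in the block, -0.10 within beadchip 1 and 0.44 within beadchip 2, and no member passed without V4 or without V5, 3 without C2 or C3, 12 without C8 and 13 within beadchip 2. Of 28 genes of S phase and replication 5 rose, 3 fell and 20 did not pass the test (7 and 4 when adjusted over the list alone, camera adjusted p = 0.174). The flap endonuclease FEN1 (0.71), the thymidine kinase TK1 (0.87) and the helicase subunit MCM2 (0.59) rose, and the replication licensing factor CDC6 (-0.42) fell. Of this list the numbers higher and lower were 3 and 2 without C1 or C3, 12 and 2 without C8, 1 and 0 without V4 or V5 and 3 and 4 with the beadchip as a block. Camera called it higher without C8 (adjusted p = 0.0167) or V5 (0.0134). Of 11 housekeeping genes 5 were higher and none lower, with a list median of 0.30 (6 when adjusted over the list alone, camera adjusted p = 0.0622). GAPDH had a log2 fold change of 0.44 (adjusted p = 0.0129 from limma), PPIA 0.56, SDHA 0.42 and PGK1 0.38, and none of these 4 passed without V4 or V5 (adjusted p from 0.0630 to 0.370). Under quantile, normexp and offset values 4 of the 11 were higher, without C1 or C2 3 were, without V4 or V5 none was, and camera called the list higher without C8 (adjusted p = 0.0362) or V5 (0.0276) and within beadchip 2 (0.0453, 3 higher).

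**Figure D1:**
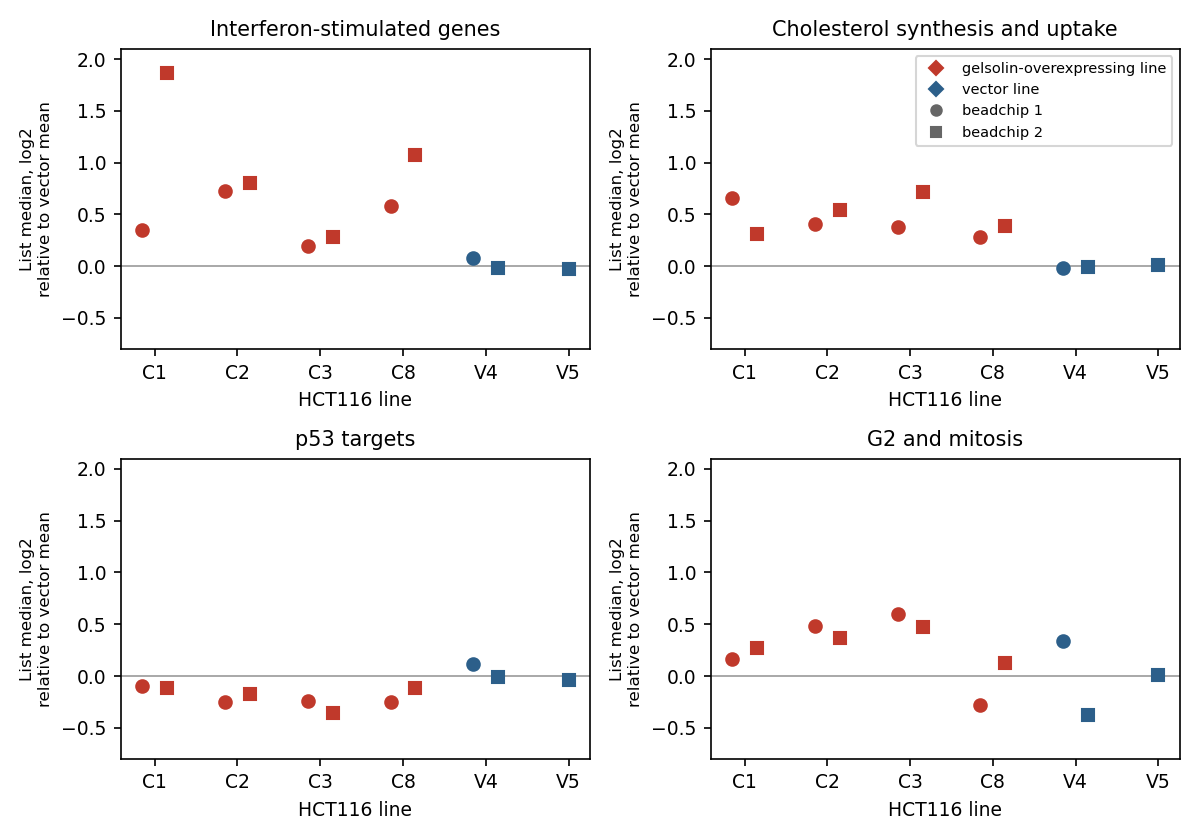
Median log2 value of the measured members of 4 gene lists in each array, relative to the mean of the vector lines (vertical axis), for the 6 HCT116 lines (horizontal axis); each point is 1 array, red for gelsolin-overexpressing and blue for vector lines, a circle for beadchip 1 and a square for beadchip 2. The second harvest of C1 stands at 1.86 for interferon-stimulated genes, all 8 gelsolin arrays lie above the 3 vector arrays for cholesterol genes, and the groups overlap for G2 and mitosis.

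Leaving out 1 of 2 vector lines lowers the precision more than leaving out 1 of 4 gelsolin-overexpressing lines. The lone vector line is then assumed to vary like the others. A call lost without V4 or V5 therefore does not show that it rests on that line. Of the 2279 genes, 0 turned in sign without V4 or without V5. With lines left out in turn, the number of genes past the threshold fell most in these fits. It was 2217 with the beadchip as a block, 206 within beadchip 1, where V4 is the only vector line, and 1497 within beadchip 2. Within beadchip 1 at most 4 members of any gene list passed. Every gelsolin array lay above every vector array for 1126 genes tested and below for 947, together 20.2%, against 1.21% by chance if arrays were independent and 13.3% by chance over lines. The share of calls that were higher was 57.7%, and it was 50.9% with quantile normalization (1326 higher and 1281 lower), 50.7% with normexp and quantile normalization (1318 and 1284), 48.4% without a filter on dim probes (1298 and 1382), 45.4% without V5 (289 and 347), 32.0% within beadchip 1 (66 and 140) and 43.4% with normexp without an offset, a setting chosen after the values were seen (1073 and 1400).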

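Some markers of intestinal differentiation were higher in the gelsolin-overexpressing lines. Of 9 measured members, 4 rose, 1 fell and 4 did not pass the test (4 and 1 when adjusted over the list alone). FABP6, the ileal bile acid binding protein, had a normalized signal of 358 ± 38.0 (SD, n = 4 lines) against 83.0 ± 2.49 (SD, n = 2 lines), a log2 fold change of 2.11 (standard error 0.12, adjusted p = 9.80e-07 from limma). The adhesion molecule CEACAM1 (1.01, adjusted p = 0.0106) and the keratin KRT20 (0.86, adjusted p = 0.00617) rose by these log2 fold changes, and KLF4, a transcription factor of differentiating gut epithelium, fell by 0.67. Camera did not call the list (adjusted p = 0.0814). In this group the numbers higher and lower were 3 and 2 without C2, 5 and 0 without C8, 1 and 0 without V4 or V5 and 3 and 0 with the beadchip as a block. Without V5 camera called it higher (adjusted p = 0.0276). KLF4 did not pass without C8, V4 or V5 (adjusted p from 0.0555 to 0.188).

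Markers of epithelial cells moved both ways. Of 22 measured members 5 rose, 4 fell and 13 did not pass the test (5 and 4 when adjusted over the list alone, camera adjusted p = 0.601). KRT19, a simple epithelial keratin, rose from 4969 ± 1276 (SD, n = 2 lines) to 9808 ± 718 (SD, n = 4 lines), a log2 fold change of 1.00 (standard error 0.14, adjusted p = 0.00063 from limma). The junction protein JUP had a log2 fold change of 0.80, while the splicing regulator ESRP1 (-0.77) and the transcription factor OVOL2 (-0.89), which both maintain an epithelial state, fell. E-cadherin (CDH1) had a log2 fold change of -0.074 (adjusted p = 0.563) and EPCAM -0.020 (adjusted p = 0.954). Of 7 mesenchymal markers 2 rose and none fell (2 when adjusted over the list alone, camera adjusted p = 0.0757). S100A4, a calcium-binding protein linked to motility, had 17661 ± 966 (SD, n = 4 lines) against 4498 ± 847 (SD, n = 2 lines), a log2 fold change of 1.98 (standard error 0.12, adjusted p = 9.80e-07 from limma). TWIST1, a transcription factor of mesenchymal cells, had a log2 fold change of 0.90 (adjusted p = 0.000163), and SNAI1 (0.29), ACTA2 (-0.56) and VIM (-0.035) did not pass the test. Camera called the mesenchymal list higher without C2 (adjusted p = 0.0225), without V5 (0.0114) and within beadchip 2 (0.0453). FABP6, KRT19, S100A4 and TWIST1 passed without each of the 6 lines in turn, whereas KRT20 and CEACAM1 passed neither without V4 nor without V5, JUP and OVOL2 did not without V5, and ESRP1 did not without V4 (adjusted p from 0.0582 to 0.213). For epithelial markers the numbers higher and lower were 3 and 3 without C1, 2 and 1 without V4 and 1 and 1 without V5. Without C1, 1 mesenchymal marker was lower. For S100A4 the log2 fold change was 1.98 with the beadchip as a block, 1.54 within beadchip 1 and 2.13 within beadchip 2, and for CEACAM1 these values were 1.14, 0.18 and 1.60.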

Using the Gene Ontology functional annotation under DAVID Bioinformation Resources, genes were classified into their respective biological processes, including cell differentiation, cell motility and regulation of cell adhesion (Figure S5B). 

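Of the 10 probes with the largest average change in Table S1, 7 belong to genes measured here. SEMA3A, a secreted guidance protein, was 121 ± 63.8 (SD, n = 4 lines) against 827 ± 215 (SD, n = 2 lines), a log2 fold change of -2.89 (standard error 0.52, adjusted p = 0.0193 from limma). ANGPT2, a ligand of the endothelial receptor TEK, was 74.1 ± 6.93 (SD, n = 4 lines) against 467 ± 39.3 (SD, n = 2 lines), a log2 fold change of -2.66 (standard error 0.11, adjusted p = 1.03e-07 from limma), and CSTA, a protease inhibitor of epithelia, 61.5 ± 3.39 (SD, n = 4 lines) against 246 ± 2.93 (SD, n = 2 lines), a log2 fold change of -2.00 (standard error 0.085, adjusted p = 1.03e-07 from limma). BDNF, a neurotrophin, rose by a log2 fold change of 2.36 (standard error 0.21, adjusted p = 0.000124) and NR2F1, a nuclear receptor, fell by 1.14 (standard error 0.23, adjusted p = 0.00809). Vitamin D hydroxylase CYP24A1 (-0.71, adjusted p = 0.0629) and the kallikrein KLK6 (0.96, adjusted p = 0.154) did not pass the test. The others are not analysed here. SEMA3A did not pass without C3, V4 or V5 (adjusted p from 0.0718 to 0.143), and NR2F1 did not without V5 (adjusted p = 0.0935), whereas KLK6 passed without V4 (adjusted p = 0.0143) and CYP24A1 without C2 or C3 (adjusted p = 0.0309 and 0.00720) and with the beadchip as a block (adjusted p = 0.0360). KLK6 had log2 fold changes of -0.13 within beadchip 1 and 1.27 within beadchip 2.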

The representative table of genes modulated by gelsolin is supplied in Table S1.

### Gelsolin Modulates the Expression of Invasion-associated Urokinase-type Plasminogen Activator (uPA)

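PLAU, the gene of urokinase-type plasminogen activator, was brightly expressed in every line, and its level differed more between lines than between the groups. Its normalized signal was 2539 ± 1096 (SD, n = 4 lines) against 2552 ± 756 (SD, n = 2 lines). This is a log2 fold change of -0.068 (standard error 0.41, adjusted p = 0.929 from limma), a fold change of 0.954 with a 95% interval from 0.464 to 1.96. With a line left out the upper limit of the fold went from 1.14 without C1 to 2.93 without V4. Relative to the mean of the vector lines, PLAU was 0.72 on the log2 scale in C1, -0.14 in C2, -0.14 in C8 and -0.71 in C3. The harvests gave 3181 and 5276 in C1, 2422 and 2129 in C2, 1307 and 1779 in C3, and 2129 and 2407 in C8, against 3515 and 2710.5 in V4 and 2017 in V5.

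An exact permutation test over the 6 lines, 2-sided, gave p = 1, where the smallest p that 15 splits allow is 0.0667. The direction of its log2 fold change turned with the lines and beadchips used, without a call in any case. It was -0.028 with the beadchip as a block, -0.71 within beadchip 1, 0.17 within beadchip 2, 0.24 without V4 and 0.15 without C3, and it was -0.37 without V5 and -0.33 without C1.

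**Figure D2:**
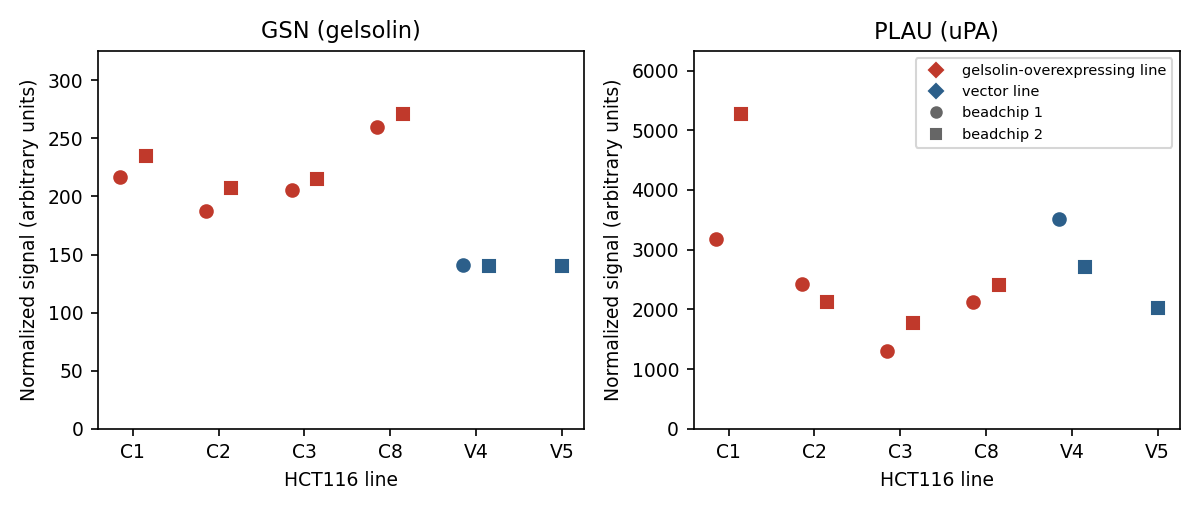
Normalized signal (vertical axis, arbitrary units, from 0) of GSN and PLAU in each array of the 6 HCT116 lines (horizontal axis); each point is 1 array, red for gelsolin-overexpressing and blue for vector lines, a circle for beadchip 1 and a square for beadchip 2. GSN is higher in all 8 gelsolin arrays than in the 3 vector arrays, whereas PLAU is highest in C1 and lowest in C3, on both sides of the vector arrays.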

Among the invasion-associated genes identified to be induced by more than 2-fold in gelsolin-overexpressing cells is the serine protease, urokinase-type plasminogen activator (uPA), which is involved in the plasminogen activation cascade that results in the activation of a broad-spectrum protease plasmin. Although microarray analysis detected less than 2-fold changes in the levels of other uPA cascade genes, we included these in real-time PCR analysis as these comprise important components for regulating uPA-dependent matrix degradation. 

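Of 9 measured genes of the plasminogen activation cascade, 1 rose, 1 fell and 7 did not pass the test (1 and 1 when adjusted over the list alone). SERPINA5, the protein C inhibitor, which also inhibits urokinase, had a normalized signal of 653 ± 151 (SD, n = 4 lines) against 141 ± 61.7 (SD, n = 2 lines), a log2 fold change of 2.25 (standard error 0.32, adjusted p = 0.00437 from limma). ANXA2, a cell surface receptor of plasminogen, fell from 1902 ± 6.40 (SD, n = 2 lines) to 1415 ± 162 (SD, n = 4 lines), a log2 fold change of -0.43 (standard error 0.13, adjusted p = 0.0313 from limma). PLAUR, the uPA receptor uPAR, had 645 ± 166 (SD, n = 4 lines) against 676 ± 33.2 (SD, n = 2 lines), a log2 fold change of -0.10 (standard error 0.20, adjusted p = 0.752 from limma). PLAUR lay above the vector mean in C1, close to it in C2 (-0.0035 on the log2 scale) and below it in C3 and C8. The harvests of C1 gave 657 and 1136, against 584 to 837 in the vector arrays. PLAT, the tissue-type activator, had a log2 fold change of -0.62 (standard error 0.26, adjusted p = 0.136) and the inhibitor SERPINE2 -0.40 (standard error 0.15, adjusted p = 0.0750); both were lower in all 4 lines but did not pass. SERPINF1, a serpin that is not a protease inhibitor, had -0.19 (adjusted p = 0.297). α2-antiplasmin (SERPINF2) had 86.1 ± 8.17 (SD, n = 4 lines) and 77.1 ± 10.9 (SD, n = 2 lines), did not pass the filter on dim probes and was not tested, and PAI-1 and PAI-2 have no probe annotated to them here.

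Camera did not call the list (adjusted p = 0.604), which it placed on the lower side, and the list median (-0.10) and mean (0.10) differ in sign. SERPINA5 passed without each line in turn, with a log2 fold change of 2.29 with the beadchip as a block and 2.23 within beadchip 2, and it was higher within beadchip 1 too. PLAT passed without C8 (adjusted p = 0.0321). Over the cascade the numbers higher and lower were 1 and 0 without C2, V4 or V5, 1 and 2 without C8 and 1 and 2 without the second harvest of C1, a setting chosen after its values were seen. ANXA2 did not pass without C1, C2, V4 or V5 (adjusted p from 0.0589 to 0.205). The log2 fold change of PLAUR was -0.030 with the beadchip as a block, -0.0081 within beadchip 1 and -0.12 within beadchip 2, and turned to 0.023 without C3.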

Besides uPA, the following genes were screened for mRNA expression: the uPA receptor uPAR, and known inhibitors of the uPA cascade including plasminogen activator inhibitor-1 (PAI-1), plasminogen activator inhibitor-2 (PAI-2) and α2-antiplasmin (α2-AP) [34]. Real-time PCR showed that increased levels of gelsolin in HCT116 cells upregulated the expression of uPA and uPAR, and reduced the levels of the inhibitors PAI-2 and α2-AP (Figure 4A). Consistent with observations in the overexpression studies, mRNA levels of uPA were also reduced by siRNA knockdown of gelsolin in wild-type HCT116, DLD-1 and Caco-2 cells (Figure 4B). The mRNA levels of uPAR were reduced by gelsolin siRNA-treated HCT116 and Caco-2 cells but not in DLD-1 cells. Our data indicates that uPA levels are altered by changes in gelsolin expression, and the uPA cascade is a possible mechanism through which gelsolin mediates invasion.

**Figure 4:**
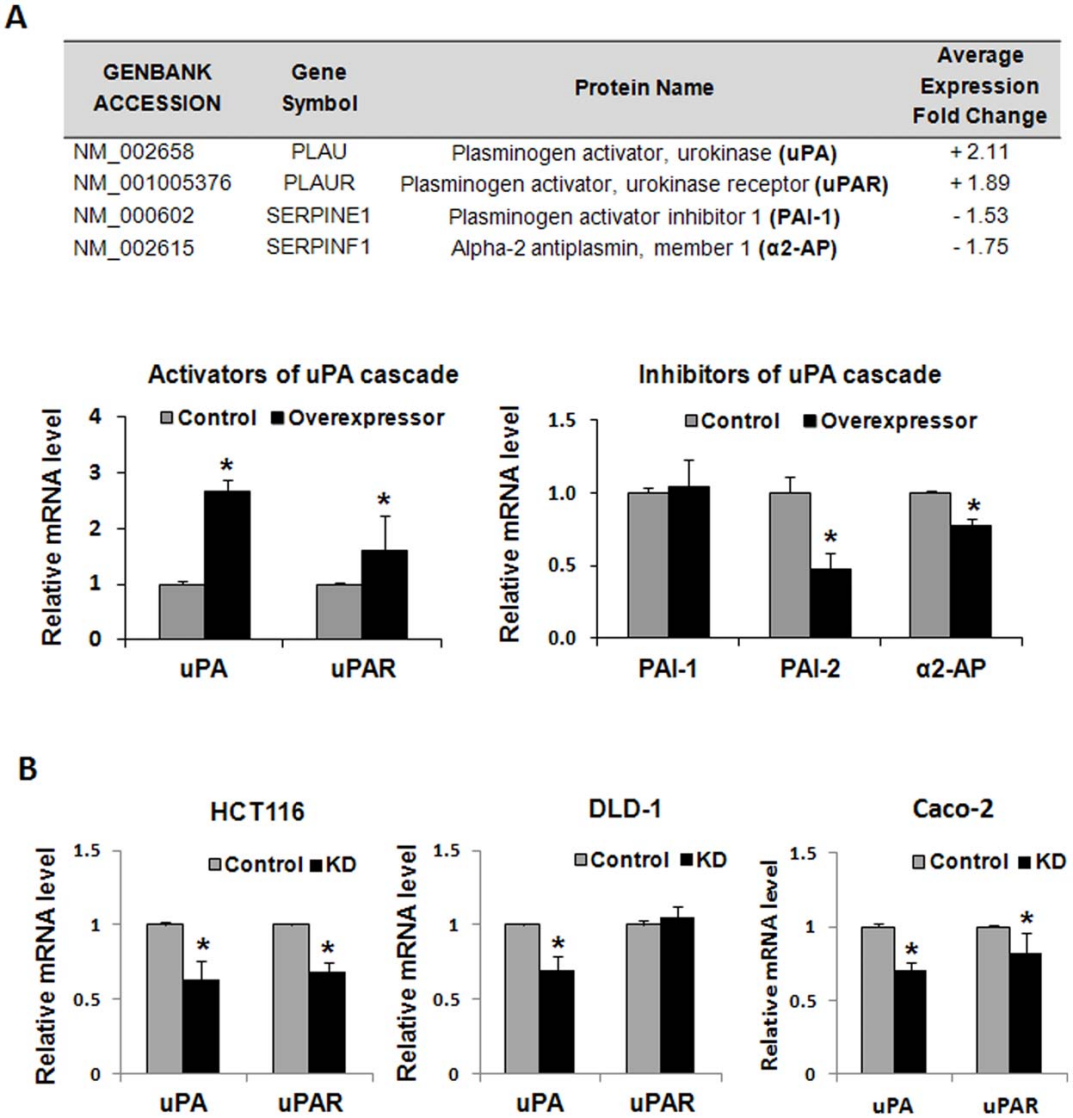
Gelsolin modulates the expression of invasion-associated urokinase-type plasminogen activator (uPA) cascade in colorectal cancer cells. (**A**) uPA was detected by microarray analysis to be differentially regulated by gelsolin overexpression. The average gene expression fold changes in the gelsolin-overexpressing clones compared to vector control clones are shown. The gene expression was verified by real-time PCR, and indicated that increased gelsolin upregulated uPA and uPAR mRNA, and decreased mRNA expression of endogenous inhibitors of uPA and plasmin, PAI-2 and α2-AP, respectively. The relative mRNA levels were normalized to vector control cells. (**B**) siRNA knockdown of gelsolin reduced uPA levels in colorectal cancer cells. Real-time PCR showing the relative mRNA expression of uPA and uPAR in HCT116, DLD-1 and Caco-2 cells after treatment with gelsolin siRNA as compared to control siRNA. All data shown are the mean ± standard error of triplicate measurements and are representative of at least three independent experiments. *P<0.05.

### Gelsolin Increases uPA Secretion by Colorectal Tumor Cells and Promotes Invasion through the uPA Cascade

In the plasminogen activator cascade, the secretion of uPA is required to activate the proenzyme plasminogen to active plasmin in the extracellular environment. We investigated the levels of secreted uPA protein in the conditioned media of gelsolin-overexpressing colorectal cancer cells obtained after 48 hours of serum-deprivation, using enzyme-linked immunosorbent assays (ELISA). Consistent with the increase in uPA gene expression, we also detected significantly increased uPA secretion in gelsolin-overexpressing HCT116 compared to control cells (Figure 5A). We examined the effects of gelsolin-induced uPA expression on matrix degradation using zymographic analysis. Conditioned media of the cells were loaded and electrophoresed in zymographic gels containing plasminogen and fibrinogen for analysis of uPA activity. Gelsolin-overexpressing HCT116 cells displayed greater uPA activity in comparison to vector control and wildtype HCT116, as evident from the enhanced lysis zones (Figure 5A). The increased proteolytic ability of gelsolin-overexpressing cells, as ascertained by our zymographic analysis, corroborates with earlier observations from the transwell invasion assay which showed that gelsolin conferred invasiveness in colorectal cancer cells (Figure 3D–E). Conversely, siRNA knockdown of gelsolin in the colorectal tumor cell lines HCT116, DLD-1 and Caco-2 significantly reduced the level of secreted uPA and its proteolytic activity (Figure 5B). Our data suggests that gelsolin modulates uPA activity on the extracellular matrix by influencing uPA expression and its secretion.

**Figure 5:**
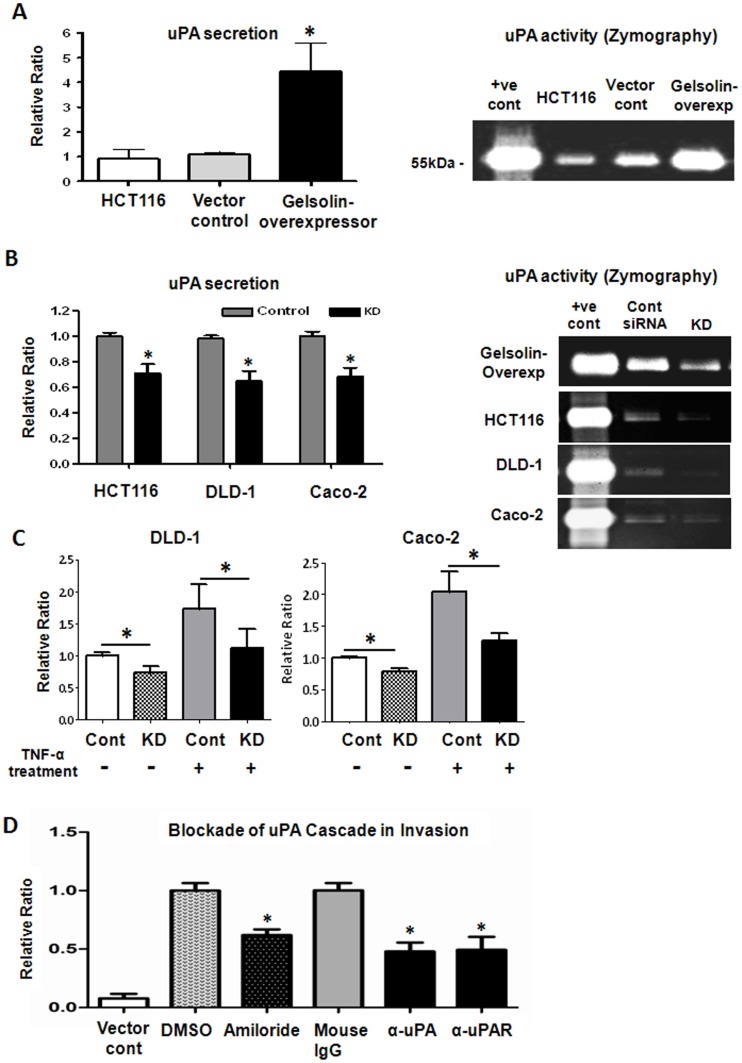
Gelsolin increases uPA secretion of colorectal tumor cells and enhances invasion via the urokinase-type plasminogen (uPA) cascade. (**A**) Increased gelsolin in HCT116 cells augmented the secretion and activity of uPA. The levels of secreted uPA by cells cultured for 48 hours in serum-free conditions were detected in the supernatant using ELISA. Gelsolin-overexpressing HCT116 cells secreted significantly higher uPA levels compared to control cells (*left*), which correlated with higher uPA enzymatic activity, as evident from uPA zymographic analysis using 16-hour serum-free conditioned media of cells (*right*). (**B**) Knockdown of gelsolin (KD) reduced the secretion of uPA. Gelsolin-overexpressing HCT116, wildtype HCT116, DLD-1 and Caco-2 cells were treated with gelsolin siRNA or control siRNA for 24 hours prior to culture under serum-free conditions for a further 48 hours. The levels of secreted uPA were detected using ELISA (*left*). Zymographic analysis indicated that uPA activity in the 3-hour conditioned media of the colorectal tumor cells was reduced 48 hours after gelsolin siRNA knockdown treatment (*right*). (**C**) Gelsolin expression affects TNF-α-stimulated uPA secretion in colorectal cancer cells. DLD-1 and Caco-2 cells were treated with gelsolin siRNA (KD) or control siRNA (Cont) for at least 24 hours and serum-starved overnight prior to incubation with 5 ng/mL (DLD-1) and 10 ng/mL (Caco-2) TNF-α for 24 hours. The levels of secreted uPA in the supernatant of cultured cells were detected using ELISA. uPA secretion was effectively stimulated by TNF-α in DLD-1 and Caco-2. However, siRNA knockdown of gelsolin significantly attentuated TNFα-stimulated uPA levels in the colorectal cancer cell lines. (**D**) Inhibition of uPA cascade attenuates the invasion of gelsolin-overexpressing HCT116 cells through matrigel. Gelsolin-overexpressing cells were treated with either 50 µM amiloride, 200 µg/mL of function-blocking anti-uPA or 80 µg/mL of anti-uPAR antibodies and examined for changes in invasive potential through matrigel. DMSO treatment and mouse IgG antibody at 200 µg/mL were used as controls to amiloride and the function-blocking antibodies and respectively. Untreated vector control HCT116 was included and normalized to DMSO vehicle control. The anti-uPA and anti-uPAR as well as amiloride treatments significantly attenuated invasion of gelsolin-overexpressing HCT116 cells, indicating that the enhanced invasiveness induced by gelsolin is mediated through the uPA cascade. All data shown are the mean ± standard error of triplicate (ELISA) and duplicate (invasion assay) measurements and are representative of at least two independent experiments. P<0.05 (student’s t test).

The cytokine, tumor necrosis factor alpha (TNF-α), is produced by several types of tumors and has been reported to stimulate uPA production [35] and enhance invasion [36]. As shown in Figure 5C, treatment with TNF-α for 24 hours enhanced uPA secretion in DLD-1 and Caco-2 cells. However when gelsolin expression was reduced by siRNA knockdown, the increases in uPA secretion induced by TNF-α were significantly attenuated to levels similar to that in control cells. Our data shows that TNF-α induced uPA secretion is attenuated in the absence of gelsolin. However, it is currently unclear how gelsolin modulates uPA secretion in response to TNF-α stimulation.

The involvement of the uPA cascade in the increased invasiveness of gelsolin-overexpressors was further confirmed by inhibiting uPA function and examining the effects on invasion through matrigel. The highly invasive gelsolin-overexpressing HCT116 cells were treated with function-blocking antibodies against either uPA or uPAR, or by treatment with the uPA inhibitor amiloride [37]. Control experiments were conducted using isotype-control mouse IgG and vehicle control dimethyl sulfoxide (DMSO), respectively. Blockade of the uPA cascade using either anti-uPA or anti-uPAR antibody, or amiloride significantly attenuated the invasiveness of gelsolin-overexpressing HCT116 cells across matrigel, by 40% to 55% (Figure 5D). Our data indicated that gelsolin enhances invasion through the uPA activator cascade, by promoting uPA secretion which can enhance matrix degradation.

Apart from members of the uPA cascade, the genes of various other proteases or related proteins such as metalloproteinase-7 (MMP7) and TIMP2 were also modulated by gelsolin overexpression in HCT116 (Table S1). 

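TIMP2, an inhibitor of matrix metalloproteinases, rose in all 4 gelsolin-overexpressing lines. Its normalized signal was 1196 ± 205 (SD, n = 4 lines) against 399 ± 41.1 (SD, n = 2 lines), a log2 fold change of 1.57 (standard error 0.17, adjusted p = 0.000108 from limma), with line values between 1.18 (C2) and 1.77 (C3) relative to the vector mean. MMP7, matrilysin, had 124 ± 52.5 (SD, n = 4 lines) against 59.7 ± 0.557 (SD, n = 2 lines), a log2 fold change of 0.97 (standard error 0.37, adjusted p = 0.135 from limma). It was above every vector array in all 8 gelsolin arrays, but its log2 value relative to the vector mean ranged from 0.54 in C3 to 1.75 in C1, and it did not pass the test. MMP11, stromelysin-3, had a log2 fold change of 0.65 (adjusted p = 0.00153) and MMP9, gelatinase B, 0.33 (adjusted p = 0.0148), from a level near the array median. TIMP1 fell by 0.53 on the log2 scale (standard error 0.10, adjusted p = 0.00385). Of 7 measured metalloproteinase and TIMP genes 3 rose, 1 fell and 3 did not pass (3 and 1 when adjusted over the list alone, camera adjusted p = 0.236). The probes of MMP1, MMP2, MMP3 and MMP8 had mean signals between 53.9 and 69.0, below the common median, and were not tested. TIMP2 and MMP11 passed without each of the 6 lines in turn, whereas MMP9 and TIMP1 passed neither without V4 nor without V5 (adjusted p from 0.0542 to 0.150). The log2 fold change of TIMP2 was 1.63 with the beadchip as a block and 1.60 within beadchip 2, and TIMP2 was higher within beadchip 1 too. MMP7 passed without C1 (log2 fold change 0.71, adjusted p = 0.00150). With the block, within beadchip 1 and within beadchip 2 its log2 fold change was 0.91, 1.03 and 0.87.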

Since tumor cells may secrete different proteases during the course of dissemination, we investigated whether the gelsolin-mediated invasion may involve, besides uPA, members of the MMP family. Gelsolin-overexpressing cells were subjected to similar transwell invasion assays following treatment with either the synthetic pan-MMP inhibitor GM6001 (which blocks MMP-1, -2, -3, -8 and -9 activities) or other specific inhibitors to MMP-2, MMP-2/−9, MMP-3, MMP-7 and MMP-8. Pan-MMP inhibition using GM6001, as well as MMP-2 inhibition reduced the invasiveness of cells by about 20%, although the results were not statistically significant (Figure S6). The simultaneous inhibition of MMP-2/MMP-9 showed similar effect to inhibition of MMP-2 alone, suggesting that MMP-9 played little or no role in the invasion of gelsolin-overexpressing cells. There was however no significant increase in the MMP-2 activity in gelsolin-overexpressing cells compared to vector control and HCT116 based on gelatin zymography (Data not shown). Inhibition of MMP-3, MMP-7 and MMP-8 had no effect on invasion (Figure S6). Taken together our data indicated that in addition to its pro-migratory role, gelsolin promotes invasion in the colorectal carcinoma cells predominantly via increased expression and secretion of uPA.

## Discussion

In this study, we show that invading populations of tumor cells enriched in gelsolin are found in both primary as well as metastatic human colorectal cancers. This is consistent with earlier observations of prominent gelsolin expression along the invasive front of liver metastases, in contrast to its low expression in primary colorectal adenocarcinomas [28]. The significance of “leading cells” at the invasive front of tumors in promoting tumor spread has been highlighted in a number of studies. Cells at the invasive edge acquire molecular changes such as increased expression of matrix-digesting proteases and integrins for matrix-remodelling [38], [39], which may be accompanied by a switch towards a mesenchymal-like, dedifferentiated phenotype. These changes in leading cells at the invasive front drive proteases- and force-mediated matrix remodeling which pave the way for collective cell invasion by non-invasive “follower cells” [39]. Notably, the increased tumor aggressiveness has been associated with increased expression or altered localization of other actin-binding proteins such as β-catenin [30], actinin-4 [40], cortactin [41] and fascin [42] at the invasive region of tumors. We have demonstrated here that gelsolin is crucial for the invasive behavior of colorectal tumor cells. Gelsolin has previously been shown to be important for migration of fibroblasts and invasion of other tumor cells, attributable partly to its actin-depolymerizing effects. However, invasion involves the coordination of multiple mechanisms, which include migration and ECM degradation. It is conceivable that the effect of gelsolin siRNA knockdown on invasion through matrigel may be partially attributed to a reduced migratory capacity of cells. However, the pro-invasive role of gelsolin via matrix degradation was reaffirmed by zymographic analyses, which enabled the detection of proteolytic activity of secreted proteases. Our work shows that, in addition to previous work highlighting gelsolin’s roles in driving lamellipodia protrusion and turnover in migration [43], gelsolin also confers invasive properties via its ability to modulate the expression of well-known mediators of tumor invasion - genes involved in the uPA cascade which degrade the ECM.

The uPA cascade is initiated when secreted uPA from cancer cells [44] or stromal components [45] binds to its receptor uPAR and converts the inactive plasminogen to active plasmin by proteolytic cleavage. Plasmin promotes remodeling of ECM by direct proteolysis, or indirectly through activation of MMPs [46], [47]. The uPA system is implicated as a major factor leading to aggressive tumor behaviour, as it promotes invasion and metastasis in several tumor types including colorectal cancer [48], [49]. uPA and uPAR activities contribute to proteolysis of ECM at the invasive front of tumors [50], and elevated levels in colorectal tumors correlate with tumor progression and poor survival [51], [52].

Our findings revealed the ability of gelsolin to modulate uPA gene expression and secretion. The roles of cytoskeletal proteins in regulation of gene expression is an emerging field of interest, as it is now clear that the nuclear cytoskeleton participates in several transcriptional regulatory processes [53]. Indeed, actin-binding proteins, including gelsolin and its family members have prominent roles in mediating nuclear receptor-directed transcription [54]. Gelsolin was previously reported to physically interact with androgen receptor (AR) and enhance AR transcriptional activity, [55]. More recently, gelsolin was found to be a key determinant for the assembly and/or stability of estrogen receptor nucleus complexes [56]. Interestingly, the nuclear import of CapG, another gelsolin family member, is suggested to interfere with chromosome condensation [53] and promote invasion into collagen [57]. It is unknown if gelsolin also regulates non-nuclear receptor-dependent transcription, though its presence in the nuclei of colorectal tumor tissues suggests wider roles for nuclear-associated gelsolin. As yet, it is unclear how gelsolin regulates uPA gene expression - this would be an interesting avenue for further exploration into gelsolin’s roles in transcriptional regulation of invasion genes.

Besides modulating the mRNA levels of uPA, we also found that gelsolin regulates uPA secretion by colorectal cancer cells. Increased circulating levels of plasma uPA have previously been associated with advanced cancers including colorectal [58] and prostate cancers [59]. Very recently gelsolin was reported to regulate insulin exocytosis through its direct interaction with syntaxin 4, a plasma membrane protein which mediates docking of transport vesicles [60]. The expression of other actin-associated proteins, such as cortactin and LIMK1, has also been reported to correlate with the secretion of matrix proteases including MMPs [25], [26], [61]. LIMK1 in particular, which regulates the activities of actin-depolymerizing factor (ADF/cofilin), has also been shown to interact with membrane type 1 (MT1)-MMP and regulate its vesicular trafficking [25]. It is possible that gelsolin may also participate in the transport of vesicles containing uPA or other proteases through its influence on F-actin dynamics which is essential for vesicular trafficking. Future studies on the role of gelsolin in the secretory pathway of proteases such as uPA would yield a clearer picture of the integration of the distinct but synergistic cellular processes mediated by gelsolin to promote invasion. Nevertheless, the revelation of gelsolin’s function in regulating uPA expression and secretion in colorectal cancer invasion provides further insight into the mechanisms behind gelsolin’s oncogenic role, and lends support to the multiple roles of actin cytoskeletal proteins in promoting cancer cell dissemination.

In the current study we also investigated the contribution of a number of MMPs in the gelsolin-mediated invasion in colorectal cancer cells. Inhibition of the gelatinase MMP-2 alone led to a slight decrease in invasion but not the inhibition of MMP-3, -7, -8 and -9 in gelsolin-overexpressing cells. Treatment with GM6001 which inhibits MMP-1 in addition to MMP-2, MMP-3, MMP-8 and MMP-9 reduced invasion to a small extent but the results were not statistically significant. Interestingly proMMP-2 was reported to be activated by plasmin [47], [62], which may increase the pool of active MMP-2. Although plasmin can also activate the other gelatinase proMMP-9, it is pertinent to add that plasmin is not an efficient activator of proMMP-9 [46]. Nevertheless, the balance between MMPs and their endogenous inhibitors, tissue inhibitor of metalloproteinases (TIMPs), is critical in determining the net effect on matrix degradation. Our unpublished data indicated that TIMP-2 was increased in gelsolin-overexpressing HCT116 cells, with the direct implication being that the matrix-degrading effects of MMPs can be counter-balanced. Of note, literature also reveals paradoxical, pro-tumor roles of TIMPs in cancer biology [63]. Due to the complexity of the biological activities of MMPs and TIMPs, it is not within the scope of this study to look into the interactions between MMPs and TIMPs in detail. Moreover the evidence we presented in this manuscript suggests that the uPA cascade is a major downstream pathway by which gelsolin induce matrix degradation.

Together with the well-established functions of gelsolin in cytoskeletal dynamics, our findings implicate gelsolin as a regulatory determinant of the uPA cascade, with significant impact on colorectal cancer invasion. The potential contributions of gelsolin towards the further spread of tumor cells from liver metastases warrant further investigations into the roles of cytoskeletal proteins in metastatic disease. Further dissection of the mechanisms by which gelsolin and other cytoskeletal proteins regulate invasive pathways could contribute towards the understanding of how cancer progresses, and the development of effective strategies which counteract its spread.

## Materials and Methods

### Cell Lines and Reagents

HCT116, HT29, WiDr, RCM-1, RKO, Caco-2, SW837, SW480, SW403, SW620, DLD-1, LS513, COLO201 and COLO205 are human colon cancer cell lines obtained from ATCC. The *in vivo*-derived metastatic E1 cell line was developed from HCT116, as previously described [31]. HCT116, E1, HT29 and WiDr were cultured in McCoy’s 5A modified medium; Caco-2, SW480, SW837, SW403 in Dulbecco’s Modified Eagle’s Medium and DLD-1, RKO, LS513, RCM-1, COLO201, COLO205 in RPMI 1640 (All media from Sigma-Aldrich). All media were supplemented with 10% fetal bovine serum (FBS) (Hyclone). Stable HCT116 cell lines overexpressing gelsolin and empty vector control cell lines were grown using the McCoy’s 5A medium with addition of 500 µg/ml Geneticin (Gibco). Cells were maintained at 37°C in a humidified incubated with 5% CO2. Antibodies used include mouse antibodies against human gelsolin (Abcam), β-actin (Sigma-Aldrich), GAPDH (Santa Cruz Biotechnology), pan-cytokeratin (AE1/3) (Dako), uPA (America Diagnostica), uPAR, mouse IgG1 and goat IgG (R&D Systems). Secondary antibody goat anti-mouse IgG conjugated with HRP (Santa Cruz Biotechnology) was used. Metalloproteinase (MMP) inhibitors include GM6001, MMP-2 Inhibitor I, MMP-2/MMP-9 Inhibitor IV, MMP-3 Inhibitor II, MMP-8 Inhibitor I (Calbiochem) as well as anti-MMP7 antibody (R&D Systems).

### Construction and Transfection of Gelsolin-overexpression Plasmids

A coding sequence of human gelsolin was amplified from a PMW172 expression plasmid containing human cytoplasmic gelsolin cDNA, by polymerase chain reaction (PCR) using the forward primer 5′CG GAA TTC ATG GTG GTG GAA CAC CCC GAG TTC 3′ and reverse primer 5′ CG CCG CGG TCA GGC AGC CAG CTC AGC CAT GGC 3′, followed by cloning of gelsolin insert into pIRES2-EGFP vector (Becton Dickinson) at Eco RI and Sac II enzyme restriction sites. The resulting vectors were transformed into competent *Escherichia* coli XL1B MRF’ cells (Stratagene) and clones were selected based on kanamycin resistance. Sequencing of the cloned gelsolin cDNA verified that the cDNA sequence encodes the human cytoplasmic gelsolin protein (Swiss-Prot accession P06396). To generate stable cell lines, gelsolin- pIRES2-EGFP vector or empty vector were transfected into HCT116 using FuGENE 6 (Promega) and selected using 500 µg/ml G418.

### Immunohistochemistry

24 primary colorectal tumors and 26 colorectal liver metastases tissues as well as 15 adjacent normal colonic tissues were obtained for use from the Department of Pathology, National University Hospital, Singapore, with approval from the National University of Singapore Institutional Review Board. Briefly, the 4 µm-thick tissue specimens were deparaffinized, boiled in citric acid, and treated with hydrogen peroxide, before incubation with anti-gelsolin primary antibody overnight at 4°C, followed by incubation with polymer-horse radish peroxidase-conjugated secondary antibody at room temperature. Sections were developed with diaminobenzidine (DAB) and counterstained with hematoxylin. Images were acquired using Olympus BX43F microscope equipped with a DP70 camera. Gelsolin staining in the muscularis propria and stroma [28], [29] were used as internal positive controls. The intensity of staining was graded from 0 (undetectable) to 3 (intense staining), whilst the proportion of positive staining tumor cells within a tissue was scored from 0 to 3 where: 1 = <30%, 2 = 30–60%, 3 = >60% of tumor cells identified. The staining score was expressed as the product of intensity of staining and proportion of tumor positivity. Both cytoplasmic and nuclear staining were scored and summed. The maximum possible score for a sample is therefore 18, the sum of the maximum cytoplasmic (9) and nuclear scores (9).

### siRNA Transfection

10 nM of the Stealth siRNA of the sequence 5′ AAA CGU CCA AUC UUG UUG GAG CAG G 3′ (Invitrogen), complexed with lipofectamine, was used to silence gelsolin expression in cells. Medium GC control siRNA which matched the GC content of the gelsolin siRNA used and no-siRNA treatment were included as controls. Cells were harvested at 48 or 72 hours, and treated as used in other assays as described.

### Matrigel Invasion Assay

The transwell assay was carried out as previously described [31]. 5×10^4^ cells were seeded for HCT116 and E1 cell lines and 3×10^4^ cells for DLD-1, for 48 hours. 10% FBS was used as chemoattractant in the bottom transwell chamber. For function-blocking experiments, cells were seeded with 200 µg/mL anti-uPA or 80 µg/mL anti-uPAR (American Diagnostica). For MMP inhibition treatments, 0.15×10^6^ gelsolin-overexpressing HCT116 cells were seeded for 24 hours with 40 µM of MMP inhibitor (either GM6001 or MMP-2, MMP-2/-9, MMP-3 inhibitor), except for MMP-8 inhibitor which was used at 1 µM. Mouse IgG1and goat IgG were included as controls for anti-uPA/anti-uPAR and anti-MMP7 respectively whereas the vehicle control dimethyl sulfoxide (DMSO) was used alongside with the remaining MMP inhibitor treatments. The same protocol was used for migration studies but without the addition of matrigel coating on the transwell membrane.

### ELISA

For measurement of secreted uPA under standard culture condition, cells were incubated in serum-free medium for 48 hours before harvest of culture supernatant for assay. For stimulated conditions, cells were serum-starved overnight prior to incubation with either 5 or 10 ng/mL of human recombinant TNF-α (PeproTech) in fresh serum-free media for 24 hours. As a control for TNF-α stimulation, cells were incubated with serum-free media in parallel. All harvested cell culture supernatants were kept at −20°C until analysis by ELISA. For measurement of secreted uPA under gelsolin-knockdown conditions, cells were treated with siRNA before the serum-starvation step on the following day. Levels of uPA present in the neat supernatants were determined by the human Duoset ELISA Development Kit (R&D Systems), according to the manufacturer’s protocol.

### Microarray Analysis

Microarray analysis was performed on the wild-type HCT116 cell line as well as stably-transfected HCT116 cells including four gelsolin-overexpressing cell lines and two empty vector-transfected control cell lines using Sentrix HumanRef-8 Beadchips (Illumina), according to the protocol outlined in the Illumina technical manual. The arrays were scanned using Ilumina BeadArray Reader and analyzed using BeadStudio version 3.1.3.0. For each cell line, duplicates from two independent harvests were profiled. The absolute data was exported into GeneSpring GX v7.3 software (Silicon genetics) for further analysis. The measurements on each chip were first divided by the 50^th^ percentile value, after which the value obtained for each gene was normalized to the average baseline median value of the control samples. One-way ANOVA approach was used to identify differentially-expressed genes and genes showing an average of at least a two-fold change in expression level in the four gelsolin-overexpressing samples. The output was then functionally annotated via Gene Ontology functional annotation under DAVID Bioinformation Resources (http://david.abcc.ncifcrf.gov/). The microarray data reported here are described in accordance with MIAME guidelines, and is accessible at Gene Expression Omnibus (GEO) database [64] through GEO Series accession number GSE36588 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE36588).

### Real Time Quantitative RT-PCR

Real Time PCR was used to validate gene expression change from microarray data. 0.5–1.4 mg of cDNA was used for reverse-transcription, carried out on the ABI 7300 Real time PCR system. The thermal cycling conditions were as follows: one cycle at 95°C for 10 minutes, followed by 40 cycles of denaturation at 95°C for 15 seconds and annealing extension at 60°C for 1 minute. The primers used included uPA (Hs01547054_m1), uPAR (Hs00182181_m1), PAI-1 (Hs00167155_m1), PAI-2 (Hs00234032_m1) and α2-antiplasmin (Hs00171467_m1). GAPDH (Hs99999905_m1) was included as the internal control. All reagents are from Applied Biosystems.

### Western Blotting

Total cell lysates were extracted using lysis buffer (6 M urea, 1% SDS, 2 M β-mercaptoethanol, 1 M Tris pH 7.4, PBS). Equivalent amounts of protein from each sample were separated on 10% SDS-PAGE gels and transferred to PVDF membranes, blocked and incubated with primary antibody overnight at 4°C followed by secondary antibody before chemiluminescence substrate detection.

### Zymography

Secreted uPA enzymatic activities were examined by zymography. Briefly, cells were grown in serum-free medium for 3 to 16 hours. The conditioned media were normalized using cellular lysate and then combined with non-reducing sample loading buffer and loaded into 10% SDS-PAGE gels containing 730 ug/mL of human fibrinogen and 20 ug/mL human plasminogen (Sigma-aldrich). After electrophoresis, gels were rinsed with distilled water and incubated with wash buffer (2.5% Triton X-100 and 50 mM Tris-HCl pH 8.0) for 1 hour, followed by incubation at 37°C with incubation buffer (0.1 M glycine buffer, pH 8.0) for 16 hours. The gels were then stained with Coomassie blue (0.05% Coomassie dye, 40% methanol, and 10% acetic acid) for 1 hour at room temperature, and destained with distilled water. Areas of lysis were expected to appear as zones of clearance against the Coomassie blue-stained background of undegraded substrate.

### Statistical Analysis

Statistical analysis was performed using Student’s t-test except for IHC gelsolin expression analysis in which Mann-Whitney test was used. Differences between sample means were considered statistically significant with P<0.05.

## Supporting Information

Figure S1 **Gelsolin immunohistochemistry in human colon tissues.** An example of gelsolin staining in adjacent liver metastases section is shown here. Negative controls, including primary antibody exclusion and IgG isotype control were included to confirm the specificity of the gelsolin antibody used. Gelsolin was consistently highly expressed in the stroma but stromal stainings were mainly undetectable in the negative control samples. Bar: 50 µm.
(TIF)

Figure S2 **Gelsolin immunohistochemistry in normal human colon tissues.** Gelsolin is prominent in surface epithelium cells (**A**, *arrowed*) and weakly expressed, or absent in goblet cells (**B, C**). Cytoplasmic labelling is predominant, with occasional nuclear localization (**C**, *arrowed*). Gelsolin is intensely expressed in muscularis propria (**D**), vessel walls (**E**) and lymphoid cells (**F**). Bar: 50 µm.
(TIF)

Figure S3 **Gelsolin immunohistochemistry in human colorectal carcinoma cell lines.** In a panel of colorectal cell lines, gelsolin levels are highest in COLO201 and COLO205, both of which were obtained from metastatic ascites. Gelsolin expression in the remaining primary tumor-derived cell lines (except SW620 which was derived from lymph node) were more varied. The graph displays normalized gelsolin expression to HCT116. β-actin was used as loading control.
(TIF)

Figure S4 **Cloned sequence of human cytoplasmic gelsolin cDNA.** Nucleotides 159 to 2354 was cloned. This sequence is a 100% match with Genbank accession #BC026033.1.
(TIF)

Figure S5 **Gelsolin modulates the expression of genes important for tumor dissemination.** **(A)** The global gene expression profile of four stable gelsolin-overexpressing HCT116 cell lines were compared against the pooled average of two vector control cell lines using microarray analysis. Each horizontal row in the cluster diagram represents a gene. Blue shades represent downregulation while red shades represent upregulation in gene expression relative to the vector control cells. All samples were assayed in independent duplicates. **(B)** Biological function classification of differentially-expressed genes from the microarray output, using Gene Ontology annotation from DAVID bioinformation resources. Genes showing an average of at least two-fold change in expression level in the four gelsolin-overexpressing clones are represented in the classification. Gelsolin modulates the genes involved in tumor dissemination including cell differentiation, cell motility and the regulation of cell adhesion.

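Of 22 markers of fibroblasts, endothelium, leukocytes and other blood or liver cells, 5 had a probe that passed the filter on dim probes and were tested. VWF was higher (0.70, adjusted p = 0.00186 from limma), the collagen gene COL1A1 was lower (-0.56, adjusted p = 0.00315 from limma), and CD68, LYZ and HBA1 did not pass the test (1 and 1 when adjusted over the list alone, camera adjusted p = 0.499). The mean signals of VWF were 123 ± 15.9 (SD, n = 4 lines) and 75.2 ± 6.82 (SD, n = 2 lines), near the array median. Neither VWF nor COL1A1 passed without V5 (adjusted p from 0.0521 to 0.0762), and without C2 2 of these markers were higher.

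The first principal component of the arrays held 43.4% of the variance and separated the 8 gelsolin arrays from the 3 vector arrays. The second held 14.7%, with the second harvest of C1 at one end. The median SD between the harvests of a line, over the genes tested, was 0.130 on the log2 scale in C1 and 0.112 to 0.122 in the other lines with 2 harvests. Among the gelsolin arrays, the harvests of a line were not much alike beyond what all 4 lines share. Across genes centred within these arrays, the correlation between the harvests of a line was -0.15 in C1, 0.045 in C2, 0.073 in C3 and 0.17 in C8, against a median of -0.18 (from -0.60 to 0.29) between harvests of different lines. The median NF-kB target was 0.70 above the vector mean in the second harvest of C1 and between -0.47 and -0.11 in the other gelsolin arrays.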

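Of 9 measured integrin genes none rose in the gelsolin-overexpressing lines, 3 fell and 6 did not pass the test (5 lower when adjusted over the list alone). ITGB1, the beta subunit shared by most collagen, laminin and fibronectin receptors, fell from 10467 ± 312 (SD, n = 2 lines) to 6050.1 ± 323 (SD, n = 4 lines), a log2 fold change of -0.79 (standard error 0.10, adjusted p = 0.000268 from limma). ITGA2, its partner in a collagen receptor, fell by 1.27 on the log2 scale (adjusted p = 0.00523) and ITGA5, a fibronectin receptor subunit, by 0.42 (adjusted p = 0.0444). Camera did not call the list (adjusted p = 0.0740), but did without V5 (0.0245), where 1 member was lower, within beadchip 1 (0.00423) and without the second harvest of C1 (0.0463, 4 lower), a setting chosen after its values were seen. Within beadchip 2, 1 integrin gene was higher. Of 19 laminin, collagen and other matrix genes the paper lists 5 in Table S1. Over these 19 genes 1 rose, 7 fell and 11 did not pass (1 and 8 when adjusted over the list alone). Camera called the list lower (adjusted p = 0.0136), a call lost with an estimated correlation (adjusted p = 0.552) and within beadchip 1. CTHRC1, a secreted collagen triple helix protein, had a log2 fold change of -1.25, LAMA4 -0.94 and COL6A3 -0.72, while COL6A1 rose by 0.78. The list median was -0.32, with -0.35 with the beadchip as a block, -0.24 within beadchip 1 and -0.35 within beadchip 2, and 5 members were lower without V4. Of matrix genes the numbers higher and lower were 2 and 7 without C2 and 0 and 3 without V5. ITGB1, CTHRC1, LAMA4 and COL6A3 passed without each line in turn. ITGA2 did not without V5, and ITGA5 did not without C2, C3, C8, V4 or V5 (adjusted p from 0.0528 to 0.272). For ITGB1 the log2 fold change was -0.78 with the beadchip as a block, -0.89 within beadchip 1 and -0.74 within beadchip 2.

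Guidance genes changed in both directions. Of 13 semaphorin, plexin and neuropilin genes 6 rose, 2 fell and 5 did not pass (7 and 2 when adjusted over the list alone, camera adjusted p = 0.259), and the list median (0.30) and mean (-0.083) differ in sign, with camera on the higher side. NRP1, a coreceptor of semaphorins and VEGF, fell from 437 ± 96.5 (SD, n = 2 lines) to 93.2 ± 18.8 (SD, n = 4 lines), a log2 fold change of -2.23 (standard error 0.19, adjusted p = 0.000129 from limma), and SEMA3A was the other that fell. The semaphorin receptors PLXNB1 (0.76) and PLXNA3 (0.64) and the ligand SEMA3C (0.60) rose. Of 9 ephrins and Eph receptors 3 rose, 1 fell and 5 did not pass (3 and 1 when adjusted over the list alone, camera adjusted p = 0.601). EFNB2 fell by 1.84 on the log2 scale (adjusted p = 0.0234), and EPHA4 (0.79), EFNA1 (0.42) and EPHB6 (0.29) rose, but none of these 4 passed without V4 or without V5 (adjusted p from 0.0876 to 0.310). Of semaphorins, plexins and neuropilins the numbers higher and lower were 5 and 1 without C3 or V4 and 2 and 1 without V5. Of ephrins and Eph receptors the numbers higher and lower were 1 and 1 without C1, 1 and 0 without C2, 2 and 0 without C3, 3 and 2 without C8 and 0 and 0 without V4 or V5.

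Few genes of actin dynamics changed. Of 33 measured members 3 rose, none fell and 30 did not pass (none when adjusted over the list alone, camera adjusted p = 0.604). These were the capping protein subunit CAPZB (0.49), WASF3 (0.38) and cofilin, CFL1 (0.36). None of these 3 passed without V4 or V5 (adjusted p from 0.0702 to 0.257). For actin dynamics the numbers higher and lower were 1 and 0 without C2 or V4, 2 and 1 without C3, 6 and 0 without C8 and 0 and 0 without V5. In the gelsolin superfamily, of 4 measured members GSN alone passed the test (1 when adjusted over the list alone, camera adjusted p = 0.601), with CAPG at 0.15, FLII at 0.19 and SVIL at -0.29, and FLII turned to -0.069 within beadchip 1. No member of it passed without V5. Under quantile or normexp values 1 other member of this family was lower. Of 15 targets of serum response factor, which responds to actin, 1 rose, 2 fell and 12 did not pass (1 and 2 when adjusted over the list alone, camera adjusted p = 0.604). MYL9 (0.43) rose, and FHL2 (-0.89) and TAGLN (-0.44) fell. The median of this list was 0.015 and its mean -0.10, and camera placed it on the lower side. For this list the numbers higher and lower were 1 and 4 without C1, 1 and 1 without C2, 3 and 2 without C8, 1 and 0 without V4 and 0 and 1 without V5. Of 13 YAP/TAZ targets 2 rose, 1 fell and 10 did not pass (2 and 1 when adjusted over the list alone, camera adjusted p = 0.430). NT5E, the ecto-nucleotidase CD73, fell by 1.86 on the log2 scale, and CRIM1 (0.68) and ARHGEF17 (0.42) rose. Of these, FHL2 and CRIM1 did not pass without V4, MYL9 did not without V5, and TAGLN, ARHGEF17 and NT5E passed neither without V4 nor without V5. NT5E also did not without C2, C3 or C8, in all these refits with adjusted p from 0.0659 to 0.304. For YAP/TAZ targets the numbers higher and lower were 5 and 0 without C2, 2 and 0 without C3 or C8, 0 and 0 without V4 and 1 and 0 without V5. PLXNA3 did not pass without V5 (adjusted p = 0.0875).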

(TIF)

Figure S6 **Gelsolin-overexpressing HCT116 may enhance invasion by MMP-2.** Gelsolin-overexpressing cells were treated with MMP inhibitors and examined for changes in invasive potential through matrigel. The pan-MMP inhibitor GM6001 as well as inhibitors to MMP-2, MMP-2/-9 and MMP-3 were used at 40 µM, MMP-8 inhibitor at 1 µM, and α-MMP7 antibody at 80 µg/mL. DMSO and goat IgG antibody were used as controls to MMP chemical inhibitors and α-MMP7 antibody treatments respectively. No significant reduction in invasion was observed in any of the MMP inhibitor treatments, although GM6001 and MMP-2, MMP-2/−9 inhibitors showed a slight reduction. All data shown are the mean ± standard error of at least duplicate measurements and are representative of at least two independent experiments.
(TIF)

Table S1 **Gelsolin modulates the expression of genes important for various cellular processes.** Genes from the microarray output were classified under various biological processes using Gene Ontology annotation from DAVID bioinformation resources. Average fold change in gene expression is determined from comparison between 4 gelsolin-overexpressing HCT116 clones and 2 vector-control HCT116 clones.

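Of the genes in Table S1, 175 were tested here, without the rows that name several genes. Their symbols were paired by hand with the protein names of the table, whose probe IDs are not those of the deposited signals, and each gene is represented by its brightest probe. In the gelsolin-overexpressing lines 79 of them were higher and 45 lower at an adjusted p under 0.05 from limma, and 51 did not pass. The study chose these genes on the same arrays, so their counts are not independent evidence of a direction. Of 24 tested genes that the table lists under lipid metabolic process, 17 were higher, 4 lower and 3 not past the threshold. Under cell motility, of 27 genes 8 were higher, 8 lower and 11 not past the threshold, and under regulation of cell adhesion, of 12 genes 4 were higher, 5 lower and 3 not past the threshold. Under cell differentiation, of 59 genes 21 were higher, 18 lower and 20 not past the threshold, and under cell cycle process, of 14 genes 2 were higher, 6 lower and 6 not past the threshold. Under regulation of transcription, of 51 genes 25 were higher, 16 lower and 10 not past the threshold.

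Targets of the hypoxia-inducible factor split. Of 21 measured members 4 rose, 4 fell and 13 did not pass (5 and 4 when adjusted over the list alone, camera adjusted p = 0.604). SLC2A1, the glucose transporter GLUT1, was 226 ± 47.4 (SD, n = 4 lines) against 1194 ± 256 (SD, n = 2 lines), a log2 fold change of -2.41 (standard error 0.19, adjusted p = 3.51e-05 from limma), and NDRG1 (-0.95) and VEGFA (-0.62) were lower, while the neuronal enolase ENO2 had a log2 fold change of 1.52 (adjusted p = 0.000129) and the aldolase ALDOC 1.16. Of 21 feedback and immediate targets of ERK signalling 2 rose, 4 fell and 15 did not pass (2 and 5 when adjusted over the list alone, camera adjusted p = 0.430), and the list median (0.026) and mean (-0.15) differ in sign, with camera on the lower side. HBEGF, a ligand of the EGF receptor, was 98.8 ± 28.4 (SD, n = 4 lines) against 363 ± 23.4 (SD, n = 2 lines), a log2 fold change of -1.91 (standard error 0.22, adjusted p = 0.000764 from limma), and the ERK phosphatase DUSP6 (-1.24), SPRED2 (-0.60) and IER3 (-0.58) fell. Of 10 Wnt/beta-catenin targets 1 rose, 1 fell and 8 did not pass (2 and 1 when adjusted over the list alone, camera adjusted p = 0.604). DKK1, a secreted Wnt inhibitor, rose from 3548 ± 270.2 (SD, n = 2 lines) to 11008 ± 166 (SD, n = 4 lines), a log2 fold change of 1.64 (standard error 0.10, adjusted p = 9.80e-07 from limma), and RNF43, a ligase that removes Wnt receptors, fell by 1.56 (standard error 0.13, adjusted p = 2.38e-05). SOX4 (1.08, adjusted p = 0.0540), CCND1 (0.20) and AXIN2 (0.0057) did not pass. SLC2A1, ENO2, HBEGF, DUSP6, DKK1 and RNF43 passed without each of the 6 lines in turn, NDRG1 did not without V4 and SPRED2 did not without V5 (adjusted p from 0.0546 to 0.0912). Of ERK targets the numbers higher and lower were 0 and 5 without C1, 1 and 4 without C3 or C8, 0 and 3 without V5 and 1 and 6 without the second harvest of C1, a setting chosen after its values were seen. Of Wnt targets the numbers higher and lower were 2 and 1 without C1 and 2 and 1 without the second harvest of C1. Of the hypoxia targets 2 were higher and 2 lower without V4, and 1 and 3 without V5. For DKK1 the log2 fold change was 1.60 with the beadchip as a block, 0.94 within beadchip 1 and 1.97 within beadchip 2, and for SLC2A1 -2.33, -2.65 and -2.31.

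Of 14 NF-kB targets 2 rose, 1 fell and 11 did not pass (3 and 1 when adjusted over the list alone, camera adjusted p = 0.684). TNFAIP2 had a log2 fold change of 0.87 and the mitochondrial superoxide dismutase SOD2 of 0.62, and RELB fell by 0.45. For NF-kB targets the numbers higher and lower were 2 and 3 without C1, 3 and 0 without C2 or C8, 2 and 0 without C3 or V4, 1 and 0 without V5 and 3 and 3 without the second harvest of C1. Of 24 genes of vesicle exocytosis 2 rose, 4 fell and 18 did not pass (2 and 4 when adjusted over the list alone, camera adjusted p = 0.875, on the lower side, with a list median of 0.061). RAB3B (-0.63), SYT1 (-0.53) and STX1A (-0.39), proteins of regulated secretion, fell, and VAMP8 (0.49) rose. Of exocytosis genes the numbers higher and lower were 1 and 3 without C1 or C3, 0 and 3 without C2, 0 and 1 without V4 or V5, 1 and 3 with the beadchip as a block and 1 and 4 without the second harvest of C1. SYT1, STX1A, VAMP8 and RELB passed neither without V4 nor without V5, and SOD2 did not without V5 (adjusted p from 0.0594 to 0.346).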

(PDF)

# Supplementary material for: Gelsolin Induces Colorectal Tumor Cell Invasion via Modulation of the Urokinase-Type Plasminogen Activator Cascade
**Source:** PLoS One. 2012 Aug 21;7(8):e43594. doi: 10.1371/journal.pone.0043594
**Supplement:** Table S1 — Gelsolin modulates the expression of genes important for various cellular processes. Genes from the microarray output were classified under various biological processes using Gene Ontology annotation from DAVID bioinformation resources. Average fold change in gene expression is determined from comparison between 4 gelsolin-overexpressing HCT116 clones and 2 vector-control HCT116 clones.

Cell Differentiation		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_13615	E74-like factor 3 (ets domain transcription factor, epithelial-specific)	2.80
ILMN_21869	EPH receptor A4	2.58
ILMN_5986	G protein-coupled receptor 183	-2.15
ILMN_5586	KIT ligand	-2.57
ILMN_8384	PR domain containing 1, with ZNF domain	-2.43
ILMN_19136	RAN, member RAS oncogene family	-2.69
ILMN_15630	SATB homeobox 2	-2.25
ILMN_5130	SH2B adaptor protein 3	-4.36
ILMN_1046	TIMP metalloproteinase inhibitor 2	4.25
ILMN_28887	Zic family member 2 (odd-paired homolog, Drosophila)	-2.25
ILMN_23272	amyloid beta (A4) precursor protein	2.19
ILMN_18802	angiopoietin 2	-40.43
ILMN_20440	angiopoietin-like 4	-2.05
ILMN_27187	bone morphogenetic protein 4	-3.20
ILMN_7507, ILMN_28609	brain-derived neurotrophic factor	7.39
ILMN_1624	caveolin 1, caveolae protein, 22kDa	3.05
ILMN_5108	caveolin 2	2.86
ILMN_3374	connective tissue growth factor	3.35
ILMN_3062	cyclin-dependent kinase 6	-2.36
ILMN_10501	cystatin A (stefin A)	-7.48
ILMN_21296	cytochrome P450, family 24, subfamily A, polypeptide 1	-17.96
ILMN_27871	dedicator of cytokinesis 7	-22.54
ILMN_5440	dual specificity phosphatase 6	-5.84
ILMN_10721	early growth response 2	-2.67
ILMN_3827	ephrin-B2	-2.44
ILMN_15615	epidermal growth factor receptor (erythroblastic leukemia viral (v-erb-b) oncogene homolog, avian)	2.23
ILMN_17131	epiregulin	-2.63
ILMN_25097	epithelial membrane protein 1	3.82
ILMN_16913	ets homologous factor	5.02
ILMN_18897	fibroblast growth factor 19	-2.23
ILMN_1771	fibroblast growth factor 9 (glia-activating factor)	-3.80
ILMN_21371	filamin B, beta (actin binding protein 278)	6.82
ILMN_23624	forkhead box C1	-3.12
ILMN_22730,		
ILMN_11197	glutaredoxin 2	-2.11
ILMN_18641	hairy/enhancer-of-split related with YRPW motif 1	-2.36
ILMN_6829	inhibitor of DNA binding 3, dominant negative helix-loop-helix protein	-3.22
ILMN_25529	insulin-like growth factor binding protein 3	3.05

Cell Differentiation (Continued)		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_12662	integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor)	-4.25
ILMN_6529	keratin 19	3.35
ILMN_4021	laminin, alpha 4	-2.48
ILMN_7322	laminin, beta 1	-4.95
ILMN_3286	microtubule-actin crosslinking factor 1	-2.12
ILMN_28251, ILMN_9993	microtubule-associated protein 1B	3.00
ILMN_3041, ILMN_10370	myelin basic protein	2.50
ILMN_26696	myosin, light chain 2, regulatory, cardiac, slow	2.08
ILMN_26971	neuronal guanine nucleotide exchange factor	2.17
ILMN_17483	neuropilin 1	-2.77
ILMN_7200	nuclear receptor subfamily 2, group F, member 1	-6.66
ILMN_28405	nuclear receptor subfamily 4, group A, member 2	-2.58
ILMN_17074	ovo-like 2 (Drosophila)	-2.45
ILMN_19894	parathyroid hormone 1 receptor	2.06
ILMN_6504	periplakin	2.68
ILMN_7980	peroxisome proliferator-activated receptor gamma	-2.01
ILMN_5923	phosphoinositide-3-kinase, regulatory subunit 1 (alpha)	2.62
ILMN_27588	pre-B-cell leukemia homeobox 1	2.33
ILMN_15492	proprotein convertase subtilisin/kexin type 9	2.02
ILMN_18896	protein tyrosine phosphatase, receptor type, F	2.02
ILMN_24484	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3A	-81.44
ILMN_29382	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C	2.03
ILMN_25026	sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4B	2.33
ILMN_11282	sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6A	2.79
ILMN_28730	similar to protein kinase, DNA-activated, catalytic polypeptide; protein kinase, DNA-activated, catalytic polypeptide	2.39
ILMN_17250	solute carrier family 1 (glial high affinity glutamate transporter), member 3	2.53
ILMN_11307	sortilin 1	-2.03
ILMN_5286	tetratricopeptide repeat domain 3; tetratricopeptide repeat domain 3-like	3.54
ILMN_16372	tumor necrosis factor, alpha-induced protein 2	2.18
ILMN_9324	twist homolog 1 (Drosophila)	2.20
ILMN_25778	versican	2.82
ILMN_21728	wingless-type MMTV integration site family, member 3A	-2.25
Regulation of Transcription		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_17477	AT rich interactive domain 5B (MRF1-like)	2.48
ILMN_2259	CCR4-NOT transcription complex, subunit 1	-2.02
ILMN_20291	CREB/ATF bZIP transcription factor	2.25
ILMN_1724	D site of albumin promoter (albumin D-box) binding protein	3.16

Regulation of Transcription (<i>Continued</i>)		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_19730	E2F transcription factor 2	-2.34
ILMN_24725	E2F transcription factor 8	-2.02
ILMN_13615	E74-like factor 3 (ets domain transcription factor, epithelial-specific)	2.80
ILMN_8384	PR domain containing 1, with ZNF domain	-2.43
ILMN_4347	SERTA domain containing 2	2.96
ILMN_10011	SMAD family member 7	-2.23
ILMN_17156	TH1-like (Drosophila)	-2.01
ILMN_24821	activating signal cointegrator 1 complex subunit 1	-2.36
ILMN_6018	activating signal cointegrator 1 complex subunit 3	2.05
ILMN_1659	apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3F	2.18
ILMN_15884	apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3G	2.10
ILMN_7180	basic leucine zipper transcription factor, ATF-like 3	-2.26
ILMN_2684, ILMN_30355	cyclin-dependent kinase inhibitor 2A (melanoma, p16, inhibits CDK4)	-2.52
ILMN_6524	cysteine-serine-rich nuclear protein 1	-2.22
ILMN_10721	early growth response 2	-2.67
ILMN_25740	enhancer of zeste homolog 2 (Drosophila)	-2.37
ILMN_17131	epiregulin	-2.63
ILMN_16913	ets homologous factor	5.02
ILMN_23624	forkhead box C1	-3.12
ILMN_138374	forkhead box D1	-2.29
ILMN_10159	forkhead box N2	2.23
ILMN_9965	forkhead box Q1	2.26
ILMN_18641	hairy/enhancer-of-split related with YRPW motif 1	-2.36
ILMN_15541	homeobox C4	2.55
ILMN_4115	interferon regulatory factor 7	3.95
ILMN_4335	mediator complex subunit 22	2.00
ILMN_137891	msh homeobox 1	-3.03
ILMN_10519	nuclear receptor coactivator 3	2.17
ILMN_7200	nuclear receptor subfamily 2, group F, member 1	-6.66
ILMN_28405	nuclear receptor subfamily 4, group A, member 2	-2.58
ILMN_804	nuclear receptor subfamily 4, group A, member 3	-2.33
ILMN_30051	nucleosomal binding protein 1	2.50
ILMN_17074	ovo-like 2 (Drosophila)	-2.45
ILMN_10778	peroxisomal proliferator-activated receptor A interacting complex 285	2.23
ILMN_7980	peroxisome proliferator-activated receptor gamma	-2.01
ILMN_27588	pre-B-cell leukemia homeobox 1	2.33
ILMN_10669	similar to transducin-like enhancer of split 1 (E(sp1) homolog, Drosophila); transducin-like enhancer of split 1 (E(sp1) homolog, Drosophila)	2.33
ILMN_9797	splicing factor, arginine/serine-rich 8 (suppressor-of-white-apricot homolog, Drosophila)	-2.03
ILMN_18876	transcription factor AP-2 alpha (activating enhancer binding protein 2 alpha)	4.11
ILMN_24479	tripartite motif-containing 24	2.29

Regulation of Transcription (Continued)		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_9324	twist homolog 1 (Drosophila)	2.20
ILMN_5708	v-ets erythroblastosis virus E26 oncogene homolog 1 (avian)	2.80
ILMN_13830	vacuolar protein sorting 36 homolog (S. cerevisiae)	2.86
ILMN_9797	splicing factor, arginine/serine-rich 8 (suppressor-of-white-apricot homolog, Drosophila)	-2.03
ILMN_18876	transcription factor AP-2 alpha (activating enhancer binding protein 2 alpha)	4.11
ILMN_24479	tripartite motif-containing 24	2.29
ILMN_9324	twist homolog 1 (Drosophila)	2.20
ILMN_5708	v-ets erythroblastosis virus E26 oncogene homolog 1 (avian)	2.80
ILMN_13830	vacuolar protein sorting 36 homolog (S. cerevisiae)	2.86
ILMN_10297	zinc finger protein 20	2.47
ILMN_12055	zinc finger protein 266	2.70
ILMN_17231	zinc finger protein 395	3.12
ILMN_2849	zinc finger protein 419	2.12
ILMN_13082	zinc finger protein 426	-2.02
ILMN_22117	zinc finger protein 45	2.50
ILMN_24422	zinc finger protein 702 pseudogene	2.62
ILMN_15160	zinc finger protein 816A	2.50
ILMN_23108	zinc finger protein 83	2.91
ILMN_6363	zinc finger protein 84	2.82
ILMN_13294	zinc finger protein 91	2.18
Regulation of Cell Communication		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_12195	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2	2.32
ILMN_8233	ArfGAP with SH3 domain, ankyrin repeat and PH domain 2	2.07
ILMN_20228	DNA-damage-inducible transcript 4-like	-2.24
ILMN_4727	FYVE, RhoGEF and PH domain containing 6	2.07
ILMN_5586	KIT ligand	-2.57
ILMN_21302	NPC-A-7; bone marrow stromal cell antigen 2	2.93
ILMN_13405	RAP1 GTPase activating protein	2.69
ILMN_23476	S100 calcium binding protein P	-3.69
ILMN_10011	SMAD family member 7	-2.23
ILMN_20610	TBC1 domain family, member 15	2.47
ILMN_3919	TBC1 domain family, member 19	-2.70
ILMN_1046	TIMP metalloproteinase inhibitor 2	4.25
ILMN_23732	actin filament associated protein 1-like 2	2.07
ILMN_23272	amyloid beta (A4) precursor protein	2.19
ILMN_27187	bone morphogenetic protein 4	-3.20
ILMN_7507, ILMN_28609	brain-derived neurotrophic factor	7.39
ILMN_1624	caveolin 1, caveolae protein, 22kDa	3.05
ILMN_5108	caveolin 2	2.86
ILMN_2442	chromosome 5 open reading frame 13	2.21
ILMN_20121	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	-3.06
ILMN_16536	cytohesin 4	2.15
ILMN_27871	dedicator of cytokinesis 7	-22.54
ILMN_5440	dual specificity phosphatase 6	-5.84
ILMN_10721	early growth response 2	-2.67
ILMN_25740	enhancer of zeste homolog 2 (Drosophila)	-2.37

Regulation of Cell Communication (<i>Continued</i>)		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_15615	epidermal growth factor receptor (erythroblastic leukemia viral (v-erb-b) oncogene homolog, avian)	2.23
ILMN_17131	epiregulin	-2.63
ILMN_18897	fibroblast growth factor 19	-2.23
ILMN_1771	fibroblast growth factor 9 (glia-activating factor)	-3.80
ILMN_13466	glutamate receptor, ionotropic, N-methyl D-aspartate 2C	-2.38
ILMN_22730,		
ILMN_11197	glutaredoxin 2	-2.11
ILMN_22105	guanine nucleotide binding protein (G protein), gamma 7	2.02
ILMN_18432	insulin receptor substrate 1	-2.23
ILMN_25529	insulin-like growth factor binding protein 3	3.05
ILMN_12662	integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor)	-4.25
ILMN_11560	kallikrein-related peptidase 6	7.71
	membrane associated guanylate kinase, WW and PDZ domain containing 1; CNKSR family member 3	-2.08
ILMN_13886		
ILMN_28251, ILMN_9993	microtubule-associated protein 1B	3.00
ILMN_3874	mitogen-activated protein kinase kinase kinase 5	-2.03
ILMN_10246	mitogen-activated protein kinase kinase kinase 5	2.37
ILMN_26971	neuronal guanine nucleotide exchange factor	2.17
ILMN_10519	nuclear receptor coactivator 3	2.17
ILMN_17074	ovo-like 2 (Drosophila)	-2.45
ILMN_3538	phosphatidic acid phosphatase type 2B	2.00
ILMN_1289	plasminogen activator, tissue	-6.39
ILMN_28109	pleckstrin homology domain containing, family G (with RhoGef domain) member 3	2.03
ILMN_15492	proprotein convertase subtilisin/kexin type 9	2.02
	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)	-2.21
ILMN_29986		
ILMN_18896	protein tyrosine phosphatase, receptor type, F	2.51
ILMN_11345	signal-induced proliferation-associated 1 like 2	-5.50
	similar to transducin-like enhancer of split 1 (E(sp1) homolog, Drosophila); transducin-like enhancer of split 1 (E(sp1) homolog, Drosophila)	2.33
ILMN_10669		
ILMN_17250	solute carrier family 1 (glial high affinity glutamate transporter), member 3	2.53
ILMN_5176	solute carrier family 44, member 2	2.28
ILMN_4882	thrombospondin 1	2.33
	transglutaminase 2 (C polypeptide, protein-glutamine-gamma-glutamyltransferase)	3.48
ILMN_7641		
ILMN_24479	tripartite motif-containing 24	2.29
ILMN_2873	ubiquitin specific peptidase 46	-2.17

Regulation of Cell Proliferation		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_24441	CD33 molecule	-7.92
ILMN_22634	CD47 molecule	2.13
ILMN_1724	D site of albumin promoter (albumin D-box) binding protein	3.16
ILMN_5586	KIT ligand	-2.57
ILMN_1046	TIMP metalloproteinase inhibitor 2	4.25
ILMN_27187	bone morphogenetic protein 4	-3.20
ILMN_7507, ILMN_28609	brain-derived neurotrophic factor	7.39
ILMN_1624	caveolin 1, caveolae protein, 22kDa	3.05
ILMN_5108	caveolin 2	2.86
ILMN_3062	cyclin-dependent kinase 6	-2.36
ILMN_2684, ILMN_30355	cyclin-dependent kinase inhibitor 2A (melanoma, p16, inhibits CDK4)	-2.52
ILMN_20121	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	-3.06
ILMN_29728	cysteine-rich protein 2	-3.67
ILMN_26123	ecotropic viral integration site 1	2.82
ILMN_15615	epidermal growth factor receptor (erythroblastic leukemia viral (v-erb-b) oncogene homolog, avian)	2.23
ILMN_17131	epiregulin	-2.63
ILMN_12939	fatty acid binding protein 6, ileal	5.07
ILMN_11546	ferritin, heavy polypeptide 1; ferritin, heavy polypeptide-like 16; similar to ferritin, heavy polypeptide 1; ferritin, heavy polypeptide-like 3 pseudogene	2.05
ILMN_1771	fibroblast growth factor 9 (glia-activating factor)	-3.80
ILMN_9313	fibroblast growth factor binding protein 1	2.65
ILMN_13020	heparin-binding EGF-like growth factor	-2.78
ILMN_18432	insulin receptor substrate 1	-2.23
ILMN_14503	insulin receptor substrate 2	2.33
ILMN_25529	insulin-like growth factor binding protein 3	3.05
ILMN_5216	insulin-like growth factor binding protein 6	3.19
ILMN_12662	integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor)	-4.25
ILMN_2247	interleukin 8	-4.35
ILMN_7322	laminin, beta 1	-4.95
ILMN_9188	matrix metalloproteinase 7 (matrilysin, uterine)	2.08
ILMN_137891	msh homeobox 1	-3.03
ILMN_17483	neuropilin 1	-2.77
ILMN_17074	ovo-like 2 (Drosophila)	-2.45
ILMN_19894	parathyroid hormone 1 receptor	2.06
ILMN_7980	peroxisome proliferator-activated receptor gamma	-2.01
ILMN_24167	plasminogen activator, urokinase	2.11
ILMN_27588	pre-B-cell leukemia homeobox 1	2.33
ILMN_2778	prostaglandin E synthase	2.62
ILMN_3001	prostaglandin-endoperoxide synthase 1 (prostaglandin G/H synthase and cyclooxygenase)	2.75
ILMN_29986	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)	-2.21
ILMN_18896	protein tyrosine phosphatase, receptor type, F	2.51
ILMN_17676	tensin 3	2.33
ILMN_11441	tetraspanin 31	2.03

Regulation of Cell Proliferation (<i>Continued</i>)		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_4882	thrombospondin 1	2.33
ILMN_7641	transglutaminase 2 (C polypeptide, protein-glutamine-gamma-glutamyltransferase)	3.48
ILMN_24479	tripartite motif-containing 24	2.29
ILMN_25430	tryptophanyl-tRNA synthetase	-4.74
ILMN_5708	v-ets erythroblastosis virus E26 oncogene homolog 1 (avian)	2.80
Lipid Metabolic Process		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_14756	1-acylglycerol-3-phosphate O-acyltransferase 4 (lysophosphatidic acid acyltransferase, delta)	2.28
ILMN_9737	1-acylglycerol-3-phosphate O-acyltransferase 5 (lysophosphatidic acid acyltransferase, epsilon)	-2.19
ILMN_21049	ATP-binding cassette, sub-family A (ABC1), member 1	5.28
ILMN_22988	DDHD domain containing 2	2.19
ILMN_30044	acetyl-Coenzyme A acyltransferase 1	2.45
ILMN_6029, ILMN_6741	acyl-CoA synthetase long-chain family member 5	-2.64
ILMN_25111	aldehyde dehydrogenase 1 family, member A3	3.82
ILMN_26797	aldehyde dehydrogenase 3 family, member B1	2.58
ILMN_1624	caveolin 1, caveolae protein, 22kDa	3.05
ILMN_24076	choline phosphotransferase 1	-2.11
ILMN_21296	cytochrome P450, family 24, subfamily A, polypeptide 1	-17.96
ILMN_20221	cytochrome P450, family 4, subfamily F, polypeptide 3	2.17
ILMN_12939	fatty acid binding protein 6, ileal	5.07
ILMN_12496	insulin induced gene 1	4.12
ILMN_28744	lipin 1	3.48
ILMN_2030	low density lipoprotein receptor-related protein 8, apolipoprotein e receptor	2.98
ILMN_17785	membrane bound O-acyltransferase domain containing 2	2.45
ILMN_25425	nephronophthisis 3 (adolescent); acyl-Coenzyme A dehydrogenase family, member 11	-2.13
ILMN_7980	peroxisome proliferator-activated receptor gamma	-2.01
ILMN_3538	phosphatidic acid phosphatase type 2B	2.00
ILMN_5923	phosphoinositide-3-kinase, regulatory subunit 1 (alpha)	2.62
ILMN_27588	pre-B-cell leukemia homeobox 1	2.33
ILMN_15492	proprotein convertase subtilisin/kexin type 9	2.02
ILMN_2778	prostaglandin E synthase	2.62
ILMN_3001	prostaglandin-endoperoxide synthase 1 (prostaglandin G/H synthase and cyclooxygenase)	2.75
ILMN_29986	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)	-2.21
ILMN_671	protein kinase, AMP-activated, gamma 2 non-catalytic subunit	2.02
ILMN_11289	retinol binding protein 1, cellular	-2.21
ILMN_521	squalene epoxidase	2.11

Cell Motility		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_17477	AT rich interactive domain 5B (MRF1-like)	2.48
ILMN_5586	KIT ligand	-2.57
ILMN_23476	S100 calcium binding protein P	-3.69
ILMN_15630	SATB homeobox 2	-2.25
ILMN_5108	caveolin 2	2.86
ILMN_7282	collagen triple helix repeat containing 1	-5.09
ILMN_139036	collagen, type V, alpha 1	-2.35
ILMN_3374	connective tissue growth factor	3.35
ILMN_13178	dynein, axonemal, heavy chain 2	3.69
ILMN_18897	fibroblast growth factor 19	-2.23
ILMN_23624	forkhead box C1	-3.12
ILMN_13020	heparin-binding EGF-like growth factor	-2.78
ILMN_2247	interleukin 8	-4.35
	low density lipoprotein receptor-related protein 8,	
ILMN_2030	apolipoprotein e receptor	2.98
ILMN_17483	neuropilin 1	-2.77
ILMN_7200	nuclear receptor subfamily 2, group F, member 1	-6.66
ILMN_28405	nuclear receptor subfamily 4, group A, member 2	-2.58
ILMN_17074	ovo-like 2 (Drosophila)	-2.45
ILMN_3538	phosphatidic acid phosphatase type 2B	2.00
ILMN_1289	plasminogen activator, tissue	-6.39
ILMN_24167	plasminogen activator, urokinase	2.11
ILMN_12926	poly (ADP-ribose) polymerase family, member 9	2.25
	sema domain, immunoglobulin domain (Ig), short basic domain,	
ILMN_29382	secreted, (semaphorin) 3C	2.03
ILMN_28730	similar to protein kinase, DNA-activated, catalytic polypeptide;	
	protein kinase, DNA-activated, catalytic polypeptide	2.39
ILMN_17676	tensin 3	2.33
ILMN_4882	thrombospondin 1	2.33
ILMN_9324	twist homolog 1 (Drosophila)	2.20
ILMN_5708	v-ets erythroblastosis virus E26 oncogene homolog 1 (avian)	2.80
ILMN_25778	versican	2.82
Regulation of Cell Death		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_25111	aldehyde dehydrogenase 1 family, member A3	3.82
ILMN_23272	amyloid beta (A4) precursor protein	2.19
ILMN_20440	angiopoietin-like 4	-2.05
ILMN_3897	baculoviral IAP repeat-containing 3	2.61
ILMN_27187	bone morphogenetic protein 4	-3.20
ILMN_7507, ILMN_28609	brain-derived neurotrophic factor	7.39
ILMN_7434	caspase 4, apoptosis-related cysteine peptidase	2.41
	cyclin-dependent kinase inhibitor 2A (melanoma, p16, inhibits	
ILMN_2684, ILMN_30355	CDK4)	-2.52
ILMN_15615	epidermal growth factor receptor (erythroblastic leukemia viral	
	(v-erb-b) oncogene homolog, avian)	2.23
ILMN_23624	forkhead box C1	-3.12

Regulation of Cell Death (Continued)		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_6829	inhibitor of DNA binding 3, dominant negative helix-loop-helix protein	-3.22
ILMN_25529	insulin-like growth factor binding protein 3	3.05
ILMN_30275	interferon induced with helicase C domain 1	2.02
ILMN_3874	mitogen-activated protein kinase kinase kinase 5	-2.03
ILMN_137891	msh homeobox 1	-3.03
ILMN_25768	mutS homolog 6 (E. coli)	2.08
ILMN_26971	neuronal guanine nucleotide exchange factor	2.17
ILMN_28405	nuclear receptor subfamily 4, group A, member 2	-2.58
ILMN_15492	proprotein convertase subtilisin/kexin type 9	2.02
ILMN_29986	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)	-2.21
ILMN_18896	protein tyrosine phosphatase, receptor type, F	2.51
ILMN_26935	serine/threonine kinase 3 (STE20 homolog, yeast)	2.11
ILMN_28730	similar to protein kinase, DNA-activated, catalytic polypeptide; protein kinase, DNA-activated, catalytic polypeptide	2.39
ILMN_11307	sortilin 1	-2.03
ILMN_4882	thrombospondin 1	2.33
ILMN_7641	transglutaminase 2 (C polypeptide, protein-glutamine-gamma-glutamyltransferase)	3.48
ILMN_5708	v-ets erythroblastosis virus E26 oncogene homolog 1 (avian)	2.80
Cell Cycle Process		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_17286	LFNG O-fucosylpeptide 3-beta-N-acetylglucosaminyltransferase	2.58
ILMN_19136	RAN, member RAS oncogene family	-2.69
ILMN_23272	amyloid beta (A4) precursor protein	2.19
ILMN_3062	cyclin-dependent kinase 6	-2.36
ILMN_2684, ILMN_30355	cyclin-dependent kinase inhibitor 2A (melanoma, p16, inhibits CDK4)	-2.52
ILMN_20121	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	-3.06
ILMN_15615	epidermal growth factor receptor (erythroblastic leukemia viral (v-erb-b) oncogene homolog, avian)	2.23
ILMN_17131	epiregulin	-2.63
ILMN_2247	interleukin 8	-4.35
ILMN_3286	microtubule-actin crosslinking factor 1	-2.12
ILMN_25768	mutS homolog 6 (E. coli)	2.08
ILMN_19658	ras homolog gene family, member U	-3.21
ILMN_7290	sestrin 2	-2.07
ILMN_4882	thrombospondin 1	2.33

Regulation of Cell Adhesion		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_22634	CD47 molecule	2.13
ILMN_9982	FXD domain containing ion transport regulator 5	2.63
ILMN_9074	Rho GDP dissociation inhibitor (GDI) beta	5.15
ILMN_10011	SMAD family member 7	-2.23
ILMN_3062	cyclin-dependent kinase 6	-2.36
ILMN_2684, ILMN_30355	cyclin-dependent kinase inhibitor 2A (melanoma, p16, inhibits CDK4)	-2.52
ILMN_20248	dipeptidyl-peptidase 4	2.94
ILMN_12662	integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor)	-4.25
ILMN_2247	interleukin 8	-4.35
ILMN_4021	laminin, alpha 4	-2.48
ILMN_5923	phosphoinositide-3-kinase, regulatory subunit 1 (alpha)	2.62
ILMN_4882	thrombospondin 1	2.33
ILMN_7641	transglutaminase 2 (C polypeptide, protein-glutamine-gamma-glutamyltransferase)	3.48
Regulation of Gland Development		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_13615	E74-like factor 3 (ets domain transcription factor, epithelial-specific)	2.80
ILMN_25111	aldehyde dehydrogenase 1 family, member A3	3.82
ILMN_27187	bone morphogenetic protein 4	-3.20
ILMN_1624	caveolin 1, caveolae protein, 22kDa	3.05
ILMN_5108	caveolin 2	2.86
ILMN_15615	epidermal growth factor receptor (erythroblastic leukemia viral (v-erb-b) oncogene homolog, avian)	2.23
ILMN_23624	forkhead box C1	-3.12
ILMN_18432	insulin receptor substrate 1	-2.23
ILMN_14503	insulin receptor substrate 2	2.33
ILMN_12662	integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor)	-4.25
ILMN_27588	pre-B-cell leukemia homeobox 1	2.33
ILMN_21728	wingless-type MMTV integration site family, member 3A	-2.25
Response to Hypoxia		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_25542,		
ILMN_10855	ATPase, Na⁺/K⁺ transporting, beta 1 polypeptide	3.25
ILMN_20440	angiopoietin-like 4	-2.05
ILMN_1624	caveolin 1, caveolae protein, 22kDa	3.05
ILMN_20248	dipeptidyl-peptidase 4	2.94
ILMN_12662	integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor)	-4.25
ILMN_28405	nuclear receptor subfamily 4, group A, member 2	-2.58
ILMN_1289	plasminogen activator, tissue	-6.39
ILMN_24167	plasminogen activator, urokinase	2.11
ILMN_4882	thrombospondin 1	2.33

Regulation of Cytoskeleton Organization		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_6603	LIM domain and actin binding 1	2.18
ILMN_1624	caveolin 1, caveolae protein, 22kDa	3.05
ILMN_5108	caveolin 2	2.86
ILMN_3286	microtubule-actin crosslinking factor 1	-2.12
ILMN_28251, ILMN_9993	microtubule-associated protein 1B	3.00
ILMN_12193	thymosin beta 15a; thymosin beta 15B	2.04
Positive regulation of Immune System Process		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_22634	CD47 molecule	2.13
ILMN_17131	epiregulin	-2.63
ILMN_12662	integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor)	-4.25
ILMN_29874	killer cell lectin-like receptor subfamily K, member 1	-2.02
ILMN_4882	thrombospondin 1	2.33
Regulation of Angiogenesis		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_18802	angiopoietin 2	-40.43
ILMN_20440	angiopoietin-like 4	-2.05
ILMN_4882	thrombospondin 1	2.33
ILMN_25430	tryptophanyl-tRNA synthetase	-4.74
Regulation of Exocytosis		
Genbank Accession no.	Protein Name	Ave Fold Δ
ILMN_29025	RAB3B, member RAS oncogene family	-2.52
ILMN_14093	synaptotagmin I	-2.40
ILMN_29216	transient receptor potential cation channel, subfamily V, member 6	-3.17

How the deposited data were processed for this re-analysis (not part of the article)

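RNA from HCT116 cells stably transfected with a gelsolin plasmid (lines C1, C2, C3 and C8) or with the empty vector (lines V4 and V5) was measured on Illumina HumanRef-8 beadchips. Of the arrays, 8 come from gelsolin-overexpressing lines and 3 from vector lines, with 2 harvests of every line except V5, of which 1 array is analysed. Wild-type cells and another array of V5 are not analysed here. Each array was assigned to its line, harvest and beadchip from the sample labels, and the numbers of lines are those of the paper's methods. The paper calls the lines clones, and p-values over lines rest on the spread between line means. This spread holds variation between harvests and arrays as well as between lines. The consensus correlation between arrays of a line was 0.139. V5 enters as a single array, at the same weight as the averaged lines. In the main analysis harvests of a line were averaged and not counted as replicates.

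The deposited table of intensity values holds the average bead signal of 20596 probes per array on a linear scale, which the authors summarised in BeadStudio after scanning with the BeadArray Reader, without normalization between arrays. The lowest signal lies well above 0 on every array, no signal is at or below 0, and no detection p comes with the signals, so no background was subtracted and detection could not be used as a filter. The authors also deposited a table of ratio values, for which each array was divided by its 50th percentile in GeneSpring and each probe by 1 baseline value. Compared with the intensities divided by the array median, these ratios differ by 1 constant per probe and otherwise by at most 3.46e-07 on the log2 scale, so they give the same differences between arrays. Which samples made the baseline does not change a difference between arrays. The median ratio of an array lies between 0.961 and 1.02. How the signals were corrected within BeadStudio is not given in the sources used here.

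For the main analysis the intensities were divided by the median of each array, multiplied by the common median, put on the log2 scale and averaged over the harvests of a line. Probes were kept where the line mean was above the common median in at least 2 of 6 lines. Of the probes, 18389 have 1 gene symbol in the platform annotation, 0 have several and 2207 have none, and the symbols of 18369 probes were updated through their gene identifiers. A gene with several probes is represented by the probe with the highest mean. The 4 gelsolin-overexpressing lines were compared with the 2 vector lines by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust), 2-sided, and p-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Every adjusted p of a gene is from this limma test unless another is named. Fold changes are gelsolin-overexpressing over vector lines. Background remains in the signals, so the fold changes of dim probes are understated.

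The test was checked on simulated data with the design, means and spread of these lines. Of 66 genes changed by a log2 fold of 2, 65 were recovered, with 54 of 67 at a log2 fold of 1 and 22 of 67 at 0.5, next to 4 false calls. The share of changed genes was much lower there than the share called in the real data, so these recoveries are not the power of the real comparison. Simulated data without any effect gave 0 calls. The numbers of arrays and of vector lines limit the precision.

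The genes named in the text follow a rule: GSN, the genes the paper names for the arrays or the uPA cascade, the 12 largest rises and the 12 largest falls among genes past the threshold whose gelsolin arrays all lie beyond all vector arrays, the genes of the 10 probes with the largest change in Table S1, up to 4 members of each gene list with the smallest adjusted p, and PLAT. The values in Table S1 had been seen when this rule and the gene lists were written. A few further list members are given as examples, chosen after their values were seen. The 25 gene lists were written from textbook knowledge, and the result of each is reported. Only members that passed the filter and were tested count as measured. Each list was tested by camera with a preset correlation of 0.01 between genes, adjusted over the lists, with an estimated correlation and fry as alternatives. Fry asks whether the genes of a list move one way on balance and does not compare them with other genes. The categories of Table S1 were chosen by the study on the same arrays and were counted, not tested.

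The correlation of the fold changes of different lines was set beside lines simulated without an effect against the same vector arrays, and computed again with V4 and V5 split. The alternatives were quantile normalization, normexp background correction with an offset of 50 followed by quantile normalization, log2 of the signal plus an offset of 50, no filter and a stricter filter at 2 times the common median, plain eBayes, arrays in place of lines with and without the line as a random block, the replicate number or the beadchip as a block, each beadchip alone, each line left out, arithmetic means, means over arrays, the mean of a gene's probes, and the one-way ANOVA that the methods name without its factor. Leaving out the second harvest of C1 and normexp without an offset were added after the data had been seen.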

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

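No test of an explanation is reported in this part, and the comparisons below were set by fixed criteria rather than chosen after the results. Among the 4 gelsolin-overexpressing lines, 1 line stood far from the other 3 for 9 of the 126 named genes, by the gap to its nearest neighbour divided by the range, a ratio compared with Dixon's 95% critical value. Chance alone gives about 5% of such genes. Values are log2 relative to the vector mean. NR2F1 was -1.67 in C2 against a mean of -0.97 in the other 3 lines (ratio 0.856), DUSP6 was -1.79 in C2 against a mean of -1.05 in the other 3 lines (ratio 0.936) and ENO2 was 1.10 in C2 against a mean of 1.66 in the other 3 lines (ratio 0.865). ESRP1 was -1.16 in C3 against a mean of -0.64 in the other 3 lines (ratio 0.950) and SVIL was -0.13 in C3 against a mean of -0.34 in the other 3 lines (ratio 0.844). COL6A3 was -0.79 in C8 against a mean of -0.70 in the other 3 lines (ratio 0.922) and FEN1 was 0.54 in C8 against a mean of 0.77 in the other 3 lines (ratio 0.841). For COL6A3 this difference is smaller than the median SD between the harvests of C8, 0.116. Its mean signal in the gelsolin-overexpressing lines, 61.3, lies below the common median. TNFRSF10B was -0.79 in C1 against a mean of -1.21 in the other 3 lines (ratio 0.899) and NT5E was -0.84 in C1 against a mean of -2.20 in the other 3 lines (ratio 0.890). In each of these genes all 4 lines lay on the same side of the vector mean.

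Of the genes with the largest changes, 13 are not among the genes the paper lists in Table S1, and in each of them all 8 gelsolin arrays lay beyond all 3 vector arrays. The log2 fold changes of those that were higher are 2.79 for ENKD1, 2.36 for FSTL5, 2.33 for PROM2, 2.25 for SERPINA5, 2.11 for KRT23, 2.08 for PRPS1 and 1.98 for S100A4. Those that were lower are SLC2A1 at -2.41, the unnamed probes ILMN_1678629 at -2.36 and ILMN_1798256 at -2.22, SAMD5 at -2.16, IL20RB at -2.08 and NIBAN1 at -2.02. Table S1 lists genes by functional category and was not matched for the unnamed probes. PROM2 did not pass without C1, C3 or V5 and SAMD5 without C1, C2 or V5, with adjusted p from 0.0522 to 0.143 in these refits.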

How the results depend on the processing

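The settings without the second harvest of C1 and normexp without an offset were chosen after the data had been seen, and all other settings beforehand. At an adjusted p under 0.05, 2279 genes differed, and 1795 to 2680 did under the other scalings, filters, moderation and blocks and with arrays in place of lines. Within beadchip 1, with V4 as the only vector line, it was 206, the correlation of fold changes between gelsolin lines was 0.768 against 0.822 (simulated without an effect, 0.493 against 0.321), and within beadchip 2 these were 1497 and 0.748 (simulated 0.325). Fewer arrays enter both. With lines left out in turn the number of genes went from 636 (without V5) to 2514 (without C8), with 886 without V4, that of probes changed at least 2-fold from 258 to 322, the correlation from 0.814 to 0.838, and that of gene lists past the threshold from 4 (without C3 or V4) to 10 (without V5), against 5. Each fit without V4 or V5 has 1 vector line, with which simulated correlations were 0.497 and 0.495. With the controls split the correlation was 0.738. Of probes changed at least 2-fold, 265 by fold alone, 23 also passed the methods' ANOVA between lines after adjustment, 215 before it, and 240 passed the ANOVA between groups after adjustment. Both ANOVAs ran over the 11 arrays, with harvests of a line counted as replicates, unlike the limma comparison of lines. With normexp without an offset the number of probes changed at least 2-fold was 538. Camera with an estimated correlation called 0 lists (lowest adjusted p 0.552), where single genes of the same lists passed limma, and fry called 8. Of the 5 lists that camera called, fry called 2, cholesterol genes and the matrix genes, but not interferon-stimulated genes (adjusted p = 0.130), G2 and mitosis (0.381) or p53 targets (0.0538).

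The log2 fold change of PLAU went from -0.37 (without V5) to 0.24 (without V4), with 0.15 without C3 and 0.17 within beadchip 2, and that of PLAUR from -0.25 (without C1) to 0.023 (without C3), none past the threshold. Within beadchip 1 the sign turned for SERPINF1 (0.16), KLK6 (-0.13), FLII (-0.069) and ACTN4 (-0.16), none of them past the threshold there or over both beadchips, and the G2 and mitosis list turned to the lower side (adjusted p = 0.660). The cause of these turns was not tested. Of the 126 named genes tested, 104 were past the threshold. Of these 0 turned in sign, 33 stayed past it in every setting that gave them a value and 71 did not in some, over 2376 values of these genes.

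Whether harvests numbered alike pair the samples is not settled. The difference between harvests correlated with that of V4 by -0.023 in C1, 0.21 in C2, 0.16 in C3 and 0.0021 in C8. Only these pairs with V4 were compared. Harvest number and beadchip go together except for V5, so they cannot be told apart. With the replicate number as a block 2254 genes passed, 286 probes changed at least 2-fold, and PLAU had a log2 fold change of -0.11. Without the second harvest of C1, 2270 genes passed and 288 probes changed at least 2-fold. The floors on signals were not run, since no signal was at or below 0. The deposited ratio values give the same differences and move nothing. The stricter filter leaves out dim named genes. Signal over background limits all fold changes, since the lowest signals of the arrays lie at 34.2 to 41.9 and their medians at 75.7 to 105.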

Differences from the paper's values

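No test of an explanation is reported in this part. Normexp without an offset is the setting chosen after the values had been seen, and every other alternative named here was set before the data were examined. The paper's text gives 469 genes with an average alteration of at least 2-fold, beside which it names a one-way ANOVA without its factor. Here 265 probes changed at least 2-fold on average by fold alone. The paper's methods describe duplicate harvests of every line, whereas 1 array of V5 is analysed here. All folds of the paper may therefore rest on another set of vector arrays than those computed here. Within beadchip 2 the number was 343 and without V4 it was 322, both within 1.5 times the paper's number, and no other alternative set beforehand came that close. Normexp without an offset, chosen after seeing the values, gave 538, and of the genes of Table S1 it called 127 in the paper's direction against 123 without it, dropping 4 of the 123.

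Table S1 gives old probe IDs, which are not those of the deposited table, with protein names. Current gene symbols were therefore paired by hand, from these names, with 197 of its 201 probe IDs, which could not be checked by accession. Each paper value is compared with the brightest probe of that gene here, which may be another probe than the paper's. Over the 175 genes of Table S1 tested here, 167 lay in the paper's direction and 8 in the opposite one, 123 were past the threshold in the paper's direction and 67 changed at least 2-fold here in that direction. AGPAT4 was past the threshold in the opposite direction, at a log2 fold change of -0.62 (adjusted p = 0.0412 from limma), where the paper's fold is 2.28. All 8 genes in the opposite direction have 1 probe annotated to them here, as 146 of the 175 do, and the 29 with several probes lay in the paper's direction. Across these genes, which are not independent replicates, the log2 fold changes correlated with the paper's at r = 0.878, and the slope on the paper's values was 0.605 (0.881 and 0.569 over the genes with 1 probe, 0.927 and 0.911 over those with several). With normexp without an offset, chosen after seeing the values, dropping 4 of the calls and calling 127 in all, r was 0.849 and the slope 0.783, but 90 of the genes lay within 1.5 times the paper's fold with the same sign, against 103 without it. The paper gives MAP3K5 at -2.03 and at 2.37 on different probes, and PTPRF at 2.02 and at 2.51 on the same probe in different categories, and they are compared here with the first value of MAP3K5 and with 2.02 for PTPRF. MAP3K5 has 1 probe annotated to it here, so a gene with 1 probe here can still have been measured by another one in the paper.

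Of 37 fold changes of named genes that the paper gives and that were computed here, 28 differ by more than the spread between the gelsolin-overexpressing lines or lie in opposite directions, 24 of them smaller in size here, 2 larger and 2 in the opposite direction. Of these 28 genes, 26 have 1 probe annotated to them here, and BDNF has 6 and NRP1 2. Folds are signed, so that a negative fold is a fall, and the paper's value stands first. Every alternative set beforehand leaves background in the signals or adds an offset of 50. These alternatives therefore could not close a gap that comes from background, and a gap left open by them is no sign of robustness. For ANGPT2 and CSTA the mean signals in the gelsolin-overexpressing lines, 74.1 and 61.5, lie below the common median of 88.3. Smaller here, with no alternative that closes the gap, are TIMP2 (paper 4.25, here 2.97), ANGPT2 (paper -40.43, here -6.31), CSTA (paper -7.48, here -4.01), CYP24A1 (paper -17.96, here -1.63), DUSP6 (paper -5.84, here -2.36) and ITGA2 (paper -4.25, here -2.42). The same holds of KRT19 (paper 3.35, here 2.00), NR2F1 (paper -6.66, here -2.21), SEMA3A (paper -81.44, here -7.44), SEMA3C (paper 2.03, here 1.52), KLK6 (paper 7.71, here 1.95) and PLAT (paper -6.39, here -1.54). It also holds of FABP6 (paper 5.07, here 4.30), SQLE (paper 2.11, here 1.57), CTHRC1 (paper -5.09, here -2.38), RAB3B (paper -2.52, here -1.54) and SYT1 (paper -2.4, here -1.44). For EPHA4 (paper 2.58, here 1.73), BDNF (paper 7.39, here 5.13) and TNFAIP2 (paper 2.18, here 1.82) no alternative set beforehand closes the gap, and normexp without an offset, chosen after seeing the values and dropping 4 of the calls, does. OVOL2 (paper -2.45, here -1.85) falls within the paper's value without V4 among the alternatives set beforehand, and under normexp without an offset, chosen after seeing the values and dropping 4 of the calls. LAMA4 (paper -2.48, here -1.92) and TWIST1 (paper 2.2, here 1.86) do so within beadchip 1 only. NRP1 (paper -2.77, here -4.70) was larger here and falls within the paper's value with log2 of the signal plus an offset and with the mean of a gene's probes. HBEGF (paper -2.78, here -3.77) was larger here and does so with log2 of the signal plus an offset and without C3, C8 or V4.

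The paper's fold of uPA in Table S1 is 2.11, and PLAU had a fold of -1.05 here, with no alternative that closes the gap. None of the alternatives includes the other array of V5 that the paper's design implies. The 95% interval of the fold reaches up to 1.96, below the paper's value. With lines left out in turn its upper limit went from 1.14 (without C1) to 2.93 (without V4), and it lay above the paper's value without V4, without C2 (2.80) and without C8 (2.54). PLAUR was about 1.9 in Fig. 4A, read by eye, and -1.07 here, and no alternative closes this gap. Fig. 4A gives the symbol SERPINF1 under the protein name of α2-antiplasmin, whose gene is SERPINF2, so to which of the 2 genes its fold of about -1.8, read by eye, belongs is not settled. SERPINF1 had a fold of -1.14 here, and no alternative closes this gap either, and SERPINF2, which did not pass the filter and was not tested, had a fold of 1.12.

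The paper states that uPA was induced by more than 2-fold, and here PLAU was past the threshold in no setting. It states that the other genes of the uPA cascade changed by less than 2-fold, and PLAUR did so here too, as did both SERPINF1 and SERPINF2, while SERPINA5, which the paper does not name, had a log2 fold change of 2.25. It states that TIMP2 and MMP7 were changed. TIMP2 was past the threshold. The log2 fold change of MMP7 was 0.97 and its fold of 1.96 lies within the line spread of the paper's 2.08, but it was not past the threshold except without C1 (adjusted p = 0.00150), by plain eBayes (0.0345), over arrays with the line as a random block (0.0450) and over arrays taken as independent (0.0403), all from limma, and under normexp without an offset, chosen after seeing the values and dropping 4 of the calls (log2 fold change 2.17, adjusted p = 0.0249 from limma). Among the largest changes of Table S1, the log2 fold change of CYP24A1 was past the threshold only without C2 (adjusted p = 0.0309), without C3 (0.00720), by plain eBayes (0.0499) and with the beadchip as a block (0.0360), and the log2 fold change of KLK6 only without V4 (0.0143), all from limma. The log2 fold change of PLAT was past it only without C8 (adjusted p = 0.0321 from limma).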

Other observations

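The tests of the interferon-stimulated genes (other arrays, beadchips) and of uPA (scaling, single lines, labels) were chosen after the results had been seen, and the tests of the splits, beadchips and neighbouring genes before, apart from the use of the interval in the last. Further groups of Table S1, which the study chose on the same arrays, moved as follows in the gelsolin-overexpressing lines. Of 44 tested genes that the paper lists under regulation of cell proliferation 19 were higher, 12 lower and 13 not past the threshold. Under cell communication, of 50 genes 17 were higher, 13 lower and 20 not past it. Under cell death, of 23 genes 9 were higher, 3 lower and 11 not past it, and under gland development, of 10 genes 5 were higher, 3 lower and 2 not past it. Under response to hypoxia, of 8 genes 2 were higher, 1 lower and 5 not past it. Both tested genes under exocytosis were lower, and under angiogenesis 2 of 4 genes were lower and none was higher. Under cytoskeleton organization, of 5 genes 1 was higher, 1 lower and 3 not past it, and the same numbers hold under immune system process.

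Among interferon-stimulated genes that were picked out after their values were seen, IFI6 had a log2 fold change of 1.82 (standard error 0.44, adjusted p = 0.0398 from limma) and IFIT1, which binds viral RNA, 1.83 (standard error 0.39, adjusted p = 0.0262 from limma). Near the threshold and likewise picked out afterwards, NFKBIA, the inhibitor of NF-kB, had 0.44 (adjusted p = 0.0506), the actinin ACTN4 0.41 (adjusted p = 0.0625) and the integrin ITGB5 -0.36 (adjusted p = 0.0792), none past it. GAPDH, the internal control of the paper's real-time PCR, was among the housekeeping genes that were higher, at 0.44. Across genes centred over all arrays, which are not independent replicates, the correlation between vector arrays was 0.66 for the harvests of V4, 0.66 for the first harvest of V4 with V5 and 0.82 for the second harvest of V4, on the same beadchip as V5, with V5.

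Many genes differed between the gelsolin-overexpressing and the vector lines. The 15 splits of the lines into 4 and 2 are too few for a share under 0.05, and 1 of them, the real one, reached 2279 genes, with 2 in the highest other. Every other split puts gelsolin-overexpressing and vector lines into one group, so the difference between them widens its spread and lowers its count. The gap between these counts therefore decides nothing about chance. A difference between beadchips as the source is argued against by the 2279 genes. Their median ratio of the difference within a beadchip to that over both was 0.893 on beadchip 1 (lower quartile 0.662) and 1.04 on beadchip 2. Copy number of chromosome segments stays open. Of 494 neighbouring pairs of these genes 62.3% moved the same way (95% Wilson interval 58.0 to 66.5), under the bound of 65% set beforehand. The interval, which was required to lie under the bound only after the share had been seen, reaches above it. The share is also above the highest of 1000 permutations, 58.9%, which shuffle the directions over all these genes. They cannot tell changes of segments from other reasons for neighbouring genes to move alike. Changes of some segments may contribute, and gelsolin itself remains an open and untested source of the difference.

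By camera, interferon-stimulated genes were higher in the gelsolin-overexpressing lines. This call was lost with an estimated correlation (camera adjusted p = 0.730), and fry did not call the list (adjusted p = 0.130). The list median was highest in the second harvest of C1, at 1.86. This array as the whole source is argued against by the other 7 gelsolin arrays, the lowest of which had 0.20, above the highest vector array at 0.076. A beadchip difference is argued against by the gaps within each beadchip, the smaller being 0.12, although beadchip 1 holds a single vector array. Both comparisons use the same vector arrays, so they cannot tell a rise in the gelsolin arrays from vector arrays that are low for another reason. Housekeeping genes meet both conditions too, the first narrowly, with 0.098 in the lowest gelsolin array and 0.097 in the highest vector array. Within beadchip 1 their lowest gelsolin array had 0.197 beside 0.097 in the vector array. Within beadchip 2 it had 0.098 beside -0.0054 in the higher vector array. Neither comparison therefore sets interferon-stimulated genes apart from other lists. A response to the plasmid or to culture that differs between lines could give the same pattern, was not tested and stays open, as does an effect of gelsolin.

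PLAU was not higher in the gelsolin-overexpressing lines as a group, whereas the paper's real-time PCR and secreted protein run the other way, which does not settle the labels of the arrays. Array scaling is argued against, since the highest log2 fold change over quantile, normexp and offset values was -0.065. A single line that hides a rise cannot be told apart from no rise, since the highest value with a line left out was 0.24, without V4, with a 95% interval from -1.07 to 1.55 that is wide with 1 vector line. Swapped groups are argued against by GSN, higher by 0.41 on the log2 scale in the lowest gelsolin-labelled than in the highest vector-labelled array, as far as its probe reports the transgene of the EGFP plasmid. A difference in culture between the arrays and the paper's other measures may also play a part and was not tested. The other array of V5 that the paper's design implies is not analysed here, so its weight in the paper's array fold could not be tested either.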
